# Looping specificity of Polycomb response elements requires GAF and a combination of looping factors that could form a code

**DOI:** 10.1093/nar/gkag512

**Published:** 2026-05-28

**Authors:** Gonzalo Sabarís, Marco Di Stefano, Sandrine Denaud, Lauriane Fritsch, Ana-Maria Popmihaylova, Giorgio-Lucio Papadopoulos, Bernd Schuettengruber, Giacomo Cavalli

## Abstract

Chromatin looping between *cis*-regulatory elements is essential for precise developmental gene expression, and its disruption is frequently linked to disease. Polycomb response elements (PREs) are specialized tethering elements that mediate chromatin loops and are bound by transcription factors (TFs) like GAGA-associated factor (GAF), contributing to the recruitment of Polycomb group (PcG) proteins. While both PcG proteins and GAF have been implicated in looping, their specific roles and the mechanisms of loop specificity remain unresolved. Using genome-wide and locus-specific approaches, we show that high GAF occupancy is required for chromatin looping and gene regulation. However, GAF alone cannot establish loops without additional factors. Surprisingly, PRE looping does not require Polycomb repressive complex 1 (PRC1) or the repressive histone mark H3K27me3. Intriguingly, orthologous PRE sequences can rescue looping, while unrelated PREs with similar GAF levels cannot, indicating that looping specificity depends on both GAF levels and compatible factor combinations at loop anchors. Together, our results support a combinatorial model in which GAF collaborates with additional looping factors to drive PRE-specific interactions, suggesting that certain combinations of factors at PREs may determine which elements form loops and contribute to Polycomb-mediated gene silencing.

## Introduction

3D chromatin organization plays a critical role in genome function. In eukaryotes, interphase chromosomes are partitioned into physical domains (also defined as topologically associating domains or TADs), which promote local interactions between *cis*-regulatory elements (CREs) and insulate neighboring genomic regions [1–3]. Recently, high-resolution Micro-C experiments in early *Drosophila* embryos identified a class of *cis*-elements named “tethering elements” (TEs) that foster chromatin loops between CREs within TADs to prime genes for rapid activation [4].

Another class of CREs forming chromatin loops and involved in the maintenance of gene expression states of key developmental genes are Polycomb response elements (PREs) (reviewed in [5]). PREs act as nucleation sites for the recruitment of the Polycomb repressive complexes 2 and 1 (PRC2 and PRC1), which are responsible for the deposition and spreading of repressive histone marks (H3K27me3 and H2AK118ub, respectively) forming Polycomb domains [6]. These epigenetic domains often overlap with physical domains (TADs), although PcG-associated chromatin marks are dispensable for the formation of these TADs [7]. Most Polycomb domains contain multiple PREs and co-regulated genes, often involved in shared developmental pathways [8, 9]. Only a subset of PREs forms chromatin loops (PRE loops), which are established during early *Drosophila* embryogenesis, concurrent with zygotic genome activation [10–12]. PRE loops act as architectural scaffolds that form and persist independently of the underlying gene expression state [13, 14]. These loops can modulate gene expression by restricting enhancer–promoter communications or contributing to enhancer specificity [13]. Intriguingly, a large part of the PREs correspond to TEs, with which they share common features: both elements are bound by PcG proteins, such as the PRC1 subunit Polyhomeotic (PH), and by the GAGA factor (GAF), but not by typical insulator factors such as CTCF and CP190 [4]. This raises the questions of how such chromatin loops are formed and what determines their specificity, questions of increasing interest in the field.

GAF has emerged as a key player in looping formation and it is widely associated with TEs throughout the *Drosophila* genome [4, 15]. Similarly, it is highly enriched at PREs [12, 14] and loop anchors of co-expressed genes [16]. GAF possesses a BR-C, ttk and bab (BTB), or Pox virus and Zinc finger (POZ) oligomerization domain [17–19], known to mediate long-range DNA interactions [17, 20]. Deletion of the POZ domain results in the loss of a subset of chromatin loops, particularly between paralogous genes [15], suggesting that this domain is involved in chromatin looping between GAF bound sites. In addition, GAF is enriched at chromatin loops and TAD boundaries structuring the genome prior to zygotic genome activation in the early *Drosophila* embryo [21, 22]. Moreover, GAF is required for the formation of a subset of the so-called, meta-loops, chromatin contacts established at the multimegabase scale in the central nervous system [23]. Similarly, GAF can mediate long-range contacts between homologous PREs located on different chromosomes [24], and loss of GAF binding to the *dac* PRE results in reduced chromatin looping [12].

Despite this compelling evidence implicating GAF in chromatin looping, its specific function remains unclear. Only a small minority of all genomic GAF binding sites participate in loop formation, and genome-wide depletion of GAF in *Drosophila* embryos results in the loss of only a small fraction (12 out of 186) of the identified loops [15]. This suggests that additional factors or features must contribute to the formation and specificity of chromatin loops. One such candidate factor is the PRC1 component PH, since looping may be mediated via oligomerization of its SAM domain. This domain is crucial for the condensation of individual Polycomb domains [25], and for mediating long-range Polycomb domain interactions in mammals [26–28]. Furthermore, PREs in their transcriptionally active state (marked by lower levels of PcG proteins but retention of PH and GAF) can still form loops, suggesting a key function of these two factors for PRE looping [14].

An important experimental bottleneck in studying the direct contribution of GAF in chromatin looping is that it has a plethora of functions (reviewed in [29]) and is also implicated in PcG recruitment [12]. Therefore, depleting GAF levels or analyzing GAF mutants that affect its binding affinity to chromatin, as it is the case of the POZ mutant [15], affects pleiotropic activities and prevents disentangling the direct contribution of GAF to loop formation. To overcome these limitations, we combined two complementary experimental approaches. First, we assess genome-wide correlations between GAF binding levels, motif content, and chromatin looping across development by performing CUT&RUN and Micro-C profiling in *Drosophila* embryos and larval imaginal discs. We then used CRISPR/Cas9 genome engineering to either mutate GAF binding motifs or replace a PRE in the *dac* Polycomb domain with sequence variants that differentially recruit GAF and PcG proteins, enabling us to uncouple their binding without affecting global GAF function. Our results show that, although high levels of GAF and PH are hallmarks of PRE loops, GAF is not sufficient to drive looping on its own and requires additional factors. Surprisingly, PH is also dispensable for PRE looping. Moreover, exchanging PRE sequences with homologous, orthologous, or unrelated PRE sequences differentially affects PRE looping. Together, these findings indicate that PRE looping cannot be explained solely by the presence or abundance of a single factor. Instead, they suggest that specific sequence features and combinatorial recruitment of multiple factors contribute to the establishment and robustness of PRE interactions.

By analogy to PcG recruitment to PREs, which involves multiple factors, we propose that PRE looping likely depends on the combined action and relative dosage of several looping-associated factors at loop anchors. Such a combinatorial mechanism could contribute both to loop formation and to interaction specificity between PREs. While further work will be required to define the precise molecular determinants, our results are consistent with the existence of locus-specific rules that influence PRE looping behavior.

## Materials and methods

### Fly work and generation of mutant flies by CRISPR/Cas9 genome engineering

All flies were raised on standard corn meal yeast extract medium at 25°C. CRISPR/Cas9 mutant fly lines ΔPRE2 and (GA)n_mut6 are described in [12]. Sequences of guide RNAs (gRNAs) used to create fly lines Hsp26, Hsp26 + 3xPHO, (GA)n_mut2 and (GA)n_mut4, and PRE replacement lines (*Vir, Fab-7*, and *en*) are described in Supplementary Table S2. Sense and antisense oligonucleotides were annealed and phosphorylated by the T4 polynucleotide kinase (NEB #M0201S) before being inserted inside a pCFD3 plasmid (Addgene #49 410) previously digested by BbsI (NEB #R0539S). pHD-dsRED donor plasmid (Addgene) containing a removable (floxed) 3XP3-dsRED construct flanked by loxP sites and DNA fragments and having homology arms to the *dac* transcription start site (TSS) region serving as template for homology-directed repair, is described in [12]. Primer sequences to insert homology arms are described in Supplementary Table S2.

The *Hsp26* sequence and the *dac* TSS PRE WT sequence were amplified from genomic DNA and inserted into the pHD-dsRED donor plasmid cut by SpeI and BglII using GIBSON cloning Supplementary Table S2). These plasmids were used as DNA template for Multi Site-Directed Mutagenesis to generate sequences Hsp26 + 3xPHO (STRATAGENE, #200 514) or (GA)n_mut2 and (GA)n_mut4 plasmids (Agilent Quick Change Lightning Kit #210515-5) according to manufacturer instructions. PRE sequences from the *engrailed* gene (*en*), *Fab-7*, or virilis PRE (*vir*) were amplified from genomic DNA of *Drosophila melanogaster* or *Drosophila virilis* and inserted into the pHD-dsRED donor plasmid cut by SpeI and BglII using GIBSON cloning Supplementary Table S2).

To generate mutant fly lines, gRNA-containing pCFD3 and pHD-dsRED donor plasmids were injected into flies expressing Cas9 in the germline [vas-Cas9(X) RFP-; Bloomington stock #55 821]. Injections and dsRED screening was performed by BestGene (https://www.thebestgene.com/). To remove the dsRED reporter construct, mutant flies were crossed with a fly line expressing CRE recombinase (Bloomington stock #34 516). Genotypes of mutant fly lines were confirmed by polymerase chain reaction (PCR) genotyping and sequencing analysis of the mutated region. The thermosensitive RNA interference (RNAi) system to knock down PH in eye imaginal discs is described in detail in [30]. Briefly, ph-RNAi is under control of UAS sequences. Cells expressing ey-FLP induce FLP-out of a transcriptional stop (located between two flippase recognition target [FRT] sites) in eye imaginal discs, leading to expression of act-Gal4. tub-Gal80ts encodes a ubiquitously expressed, temperature-sensitive Gal4 repressor. At 18°C Gal80ts represses Gal4 and the RNAi is not expressed. At restrictive temperature (29°C), Gal80ts is inactivated. Gal4 activates UAS sequences, expressing ph-RNAi. Control flies were grown at 18°C and dissected 10 days after egg laying (AEL). To knock down PH, flies were kept at 29°C throughout development and dissected 5 days AEL.

### CUT&RUN experiments

CUT&RUN experiments were performed as described by Kami Ahmad in protocilas.io (https://dx.doi.org/10.17504/protocols.io.umfeu3n) with minor modifications. A total of 16–20 h *Drosophila* embryos were dechorionated using bleach for 2 minutes and then homogenized in 1 ml of nuclear extraction buffer (20 mM HEPES, 10 mM KCM, 0.5 m M spermidine, 0.1% Triton X, 20% glycerol, and protease inhibitor cocktail) using a Glass douncer homogenizer. The embryo homogenates were centrifuge for 3 min at 700 × *g* and washed with nuclear extraction buffer before the addition of Concanavalin A-coated beads. A total of 20 third instar imaginal eye or wing discs were dissected in Schneider medium, centrifuged for 3 min at 700 × *g* and washed twice with wash + buffer before addition of Concanavalin A-coated beads. MNase digestion (pAG-MNase Enzyme from Cell Signaling) was performed for 30 min on ice. After ProteinaseK digestion, DNA was recovered using SPRIselect beads and eluted in 50 μl TE. DNA libraries for sequencing were prepared using the NEBNext^®^ Ultra™ II DNA Library Prep Kit for Illumina. Sequencing (paired-end sequencing 150 bp, ∼2 Gb/sample) was performed by Novogene (https://en.novogene.com/).

### CUT&RUN analysis

CUT&RUN data analysis was essentially performed as previously described in [31]. Briefly, the sequencing read quality was assessed using FastQC and reads were aligned to the *D. melanogaster* dm6 reference genome using Bowtie 2 (v 2.4.2) [32] with the following parameters: –local —very-sensitive-local –no-unal –no-mixed –no-discsordant –phred33 -I 10 -X 700. The SAM alignment files were compressed into BAM files using the SAMtools (v1.16.1) software [33]. Sambamba markdup (v 1.0.0) [34] was used to removed duplicate reads with parameters: -r –hash-table-size 500 000 –overflow-list-size 500000. The peak calling was performed with each replicate as a separate input file and IgG as the control library using MACS3 (v 3.0.0b1) [35] with the following parameters: -g dm -f BAMPE -q 0.001. Highly confident GAF peaks were defined as peaks with a MACS3 score of >100 and a fold-change of >2. Mapping and peak annotation statistics are shown in Supplementary Table S1. The overlap between the GAF peaks and loop anchors was determined using the GenomicRanges package in R (v 1.58.0) [36]. Reads per kilobase per million mapped reads-normalized bigWig binary files were generated using the bamCoverage function from deepTools2 (v 3.5.5) [37]. Genome browser plots were generated using the pyGenomeTracks package (v 3.8) [38] and heatmaps using the plotHeatmap function from deepTools2.

### Motif analysis

Motif scanning analysis on GAF peaks was performed using FIMO software (v 5.5.5) [39] with the MA0205.2. and GAGAGAGAGAGAGAGAGAGAGAGAGAGAG (GA29) MEME-1 GAF motif matrices. Default parameters were used and only matched sequences with a q-value ≤0.05 were considered.

### Comparative sequence analysis and motif discovery for *dac* PRE2 orthologs

To identify homologous PRE sequences, the *dac_TSS, engrailed (en)*, and *Fab-7* PRE sequences from *D. melanogaster* were used as queries in BLAST searches against the genomes of all *Drosophila* species available at FlyBase (release FB2025_05, 11 December 2025) using default parameters. Among significant alignments (E-value < 0.05), sequences were considered homologous if they produced either a single hit covering, or multiple hits spanning, at least 75% of the query sequence. The corresponding FASTA sequences were used for motif discovery to identify sequence features specific to the *dac_TSS* PRE relative to the *en* and *Fab-7* PREs. Motif analysis was performed using MEME software (v 5.5.9) in Discriminative Mode [40], with *dac_TSS* homologous sequences as the primary set and *en* and *Fab-7* homologous sequences as the control set. The following parameters were used: Zero or One Occurrence Per Sequence (ZOOPS), a maximum of 5 motifs, and motif widths ranging from 6 to 20 bp. The top five enriched motifs identified by MEME were subsequently analyzed using Tomtom (v 5.5.9) [41] to compare them against known transcription factor (TF) binding motifs in the JASPAR database (JASPAR2026_CORE_insects_non-redundant). Matches with E-values < 0.05 were considered significant. Among the discovered motifs, only the repetitive CA motif (CACACACACACACACACA; MEME motif 5) showed a significant match, corresponding to the Combgap binding motif (MA2107.1).

### *k*-Means clustering of histone marks, PH profiles, and ATAC-seq data around GAF peaks

GAF peaks identified in embryo, larval eye or wing imaginal discs, or the merged dataset (for developmental comparisons; see Supplementary Fig. S3) were used to analyze signal tracks around the peak center. Signal intensities were normalized and stratified into a defined number of clusters using the *kmeans* function in R (version 4.4.3; www.R-project.org). Heatmaps and average signal profiles were generated using the seqplots R package (v1.23.3) [42].

### Source of CUT&RUN, ChIP-seq, and ATAC-seq data

CUT&RUN data for H3K27me3, H3K27ac marks and ChIP-seq for PH data in control and PH-depleted eye imaginal discs are from [30] (GEO accession number GSE222193). The ChIP-seq data for PH in embryos was obtained from [43]. The ATAC-seq data from 14- to 17-h embryos were obtained from [44], and the data for the imaginal wing discs were obtained from the 0 HS control condition in [45]. The bigwig files for the two replicates were downloaded from the Gene Expression Omnibus database (accession numbers GSE120150 and GSE102839, respectively). The average of the replicates was then calculated using the bigwigAverage function from deepTools2.

### Hi-C experiments

Hi-C experiments were performed using the EpiTect Hi-C Kit (Quiagene #59 971). All Hi-C experiment were performed in two or three independent experiments using 50 third instar imaginal discs. Briefly, discs were homogenized and fixed in activated Buffer T and 2% Formaldehyde using Tissue Masher tubes [Biomasher II (EOG-sterilized) 320 103 Funakoshi]. Tissue was digested by adding 25 μl Collagenase I and II (40 mg/ml) for 1 h at 37°C. Samples were centrifuged and supernatant was carefully aspirated, leaving ∼250 μl of solution in the tube. Then 250 μl QIAseq Beads equilibrated to room temperature were added to bind nuclei to the beads and all subsequent reactions were performed on the beads according to the manufactures protocol. Libraries were sequenced at BGI (https://www.bgi.com/) PE 150. Sequencing statistics are summarized in Supplementary Table S1.

### Micro-C experiments

Micro-C experiments were performed using the Dovetail Micro-C Kit (#21 006) according to manufacturer instructions with the following modifications. About 200 *Drosophila* embryos or 50 imaginal discs were collected or dissected into BioMasher II tube (PeloBiotech, PN: 320 103) and snap frozen in liquid N2 and stored for at least 30 min at −80°C.

After thawing embryos or imaginal discs, they were resuspended in 150 μl phosphate buffered saline (PBS) + 0.3 M Disuccinimidyl glutarate (DSG) (freshly prepared) and homogenized with the pestel provided with the BioMasher II tubes. After material is completely homogenized, additional 850 μl PBS + 0.3 M DSG is added and tubes are rotated at room temperature for a total time of 10 min. Then 27 μl of 37% formaldehyde are added for additional 10 min. After fixation, nuclear pellet is washed twice with 1 ml 1× Wash Buffer. After the second wash, the pellet is resuspended again in 1 ml 1× Wash Buffer and using a 1 ml syringe, gently pushed through a 50 μm filter into a new 1.5 ml tube. After centrifugation, the nuclear pellet is resuspendend in 50 μl 1× Nuclease Digest Buffer. Embryonic nuclei were digested for 15 min at 22°C with 0.5 μl MNAse (undiluted), whereas nuclear pellet from imaginal discs was digested with 0.5 μl MNAse (1:10 diluted). Mnase digestion was stopped by adding 5 μl 0.5 M Ethylene Glycol Tetraacetic Acid (EGTA). For embryo Micro-C about 1500 ng of the lysate was used as Input for Micro-C procedure. For discs Micro-C the whole lysate was used.

Library preparation was performed using theNEBNext^®^ Ultra™ II DNA Library Prep Kit for Illumina (12 cycles, DNA Polymerase from Dovetail Kit). All Micro-C experiments were performed in duplicates. Libraries were sequenced at BGI (https://www.bgi.com/) PE 100. Sequencing statistics are summarized in Supplementary Table S1.

### Hi-C and Micro-C analysis

Raw data from Hi-C sequencing were processed using the ‘scHiC2’ pipeline and from Micro-C with a modified version to filter-out contacts at distance separation lower than 200 bp. The samples for Embryo_WT, WD_WT, (GA)n_mut, and larvae_DWT were aligned to the *D. melanogaster* reference genome dm6 in https://s3.amazonaws.com/igenomes.illumina.com/ and samples for the *dac* PRE2 mutants (ΔPRE2, *vir*, ect_PRE1, *Fab-7*, and *en*) were aligned to a modified genome. Briefly, the 644 bp region chr2L:16 485 929–16 486 572 including the PRE2 was removed from the dm6 reference genome and replaced with strings corresponding to the specific mutation (Supplementary Table S2). 

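The removed region holds a dense stretch of GA repeats and the transcription start site of *dac*. On the dm6 genome it is 46.7% GC. The word GAGAG, the core that GAF binds, occurs 13 times in it when both strands are counted, with 2 copies on the forward strand and 11 on the reverse strand. Overlapping copies are each counted, so that a single run of GA can give several and these are not 13 separate sites. This is 20.2 copies per kb. By comparison, the 12-kb stretches to the left and to the right of PRE1 hold 0.583 and 1.25 copies per kb. The *dac* gene (FBgn0005677) lies on the reverse strand from 16466512 to 16485998, so that its annotated 5′ end falls inside the region. The region takes 70 bases of the first exon, all of them 5′ UTR, in each of the 6 annotated *dac* transcripts. The 2 guide RNAs listed in Supplementary Table S2 lie at its ends. PRE2_1 (GCATTTCTCTCAGTACATAACGG with its PAM) matches the reverse strand from 16485923 to 16485945. PRE2_2 (GCGCTCTCGCTCGCCCCCATGGG) matches the forward strand from 16486556 to 16486578. Each guide had 1 exact site on 2L.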

For all mutations except for ect_PRE1, we added a sequence of N (indetermined) nucleotides to replace entirely the removed sequence of 644. For ect_PRE1 mutant, we cut the end of chr2L by 459 bp to maintain its total length of 23 513 712 bp, as for the wild type (WT). To improve mappability, the *.fastqs* of Micro-C reads were trimmed to 100 nt (if necessary) using trim_galore (https://github.com/FelixKrueger/TrimGalore). Sequencing statistics are summarized in Supplementary Table S1. Valid-pairs were stored in a database using the ‘misha’ R package (https://github.com/msauria/misha-package). Extracting the valid interactions from the misha database, the ‘shaman’ R package (https://bitbucket.org/tanaylab/shaman) was used for computing the Micro-C and Hi-C expected models and scores with parameters k = 250 and k_exp = 500 (Figs 2C and E, 3B, 4C, and 5B and D, and Supplementary Fig. S5B). Specifically, Micro-C and Hi-C scores quantify the contact enrichment (positive values) or depletion (negative values) of each fragment-pair with respect to a statistical model used to evaluate the expected number of counts. In the experimental procedures, these fragments are generated by digestion (by restriction fragments in Hi-C or by MNase in Micro-C) and then are re-ligated to create the pair. To generate the expected model, we randomized the observed Hi-C contacts using a Markov chain Monte Carlo-like approach per chromosome [46]. Shuffling was conducted such that the marginal coverage and decay of the number of observed contacts with the genomic distance were preserved but any features of genome organization (for example, TADs or loops) were not. These expected maps were generated for each biological replicate separately and contained twice the number of observed *cis* contacts. Next, the score for each contact in the observed contact matrix was calculated using the *k*-nearest neighbors (kNN) strategy [46]. In brief, the distributions of 2D Euclidean distances between the observed contact and its nearest k_exp neighbors in the pooled observed and pooled expected (per cell type) data were compared, using Kolmogorov–Smirnov D statistics to visualize positive (higher density in observed data) and negative (lower density in observed data) enrichments. These D scores were then used for visualization (using a scale from −100 to + 100) and are referred to as Hi-C scores in the text. Accordingly, the color scale of the Hi-C scores comprises both positive and negative values. The maps of Micro-C and Hi-C scores show a value per bin. For a given bin *b*, the score value is the average of the scores of all the fragment-pairs falling in a *b*. For each condition, the Hi-C and Micro-C interaction quantifications at PRE loops (Figs 2D and F, 3C, 4D, and 5C and E, and Supplementary Figs S5C and S9F) were performed by considering the Hi-C scores of any pair of contact found between two regions of 6 kb, chr2L:16 419 514–16 425 515 and chr2L:16 482 929–16 488 930), including the *dac* PRE1 and PRE2 or two regions of 6 kb, chrX:14 650 251–14 659 252 and chrX:14 748 251–14 754 251 including the NetA/NetB PREs (Fig. 2E), respectively. To measure the total enrichment of contacts, between pairs of GAF peaks whose centers are separated by at least 10 kb and not >500 kb (Fig 1C, and Supplementary Figs S3B and 4A–C) and identified loops an enrichment analysis was applied. Briefly, the log_2_(Observed/Expected) score in squared windows of size *w* centered at the considered features (*w *= 20 kb for GAF peaks and *w *= 8 kb for Micro-C loops) at 250 bp resolutions was computed using the *shaman_generate_feature_grid_2d* function of the Shaman package. The box plots in the distributions of Hi-C and PE-scan enrichment scores (Figs 1C and D, and 3D, and Supplementary Figs S3B and 4A–C) show the median (central line), the 75th and 25th percentiles (box limits) and 1.5 × the interquartile range (IQR; whiskers). Statistical comparisons between distributions of Hi-C and contact enrichment scores per conditions were performed using the Kruskal–Wallis test followed by Dunn’s *post-hoc* pairwise test with Benjamini–Hochberg correction. *Adjusted P-values* <.05 are reported on top of the compared distributions.

**Figure 1.**
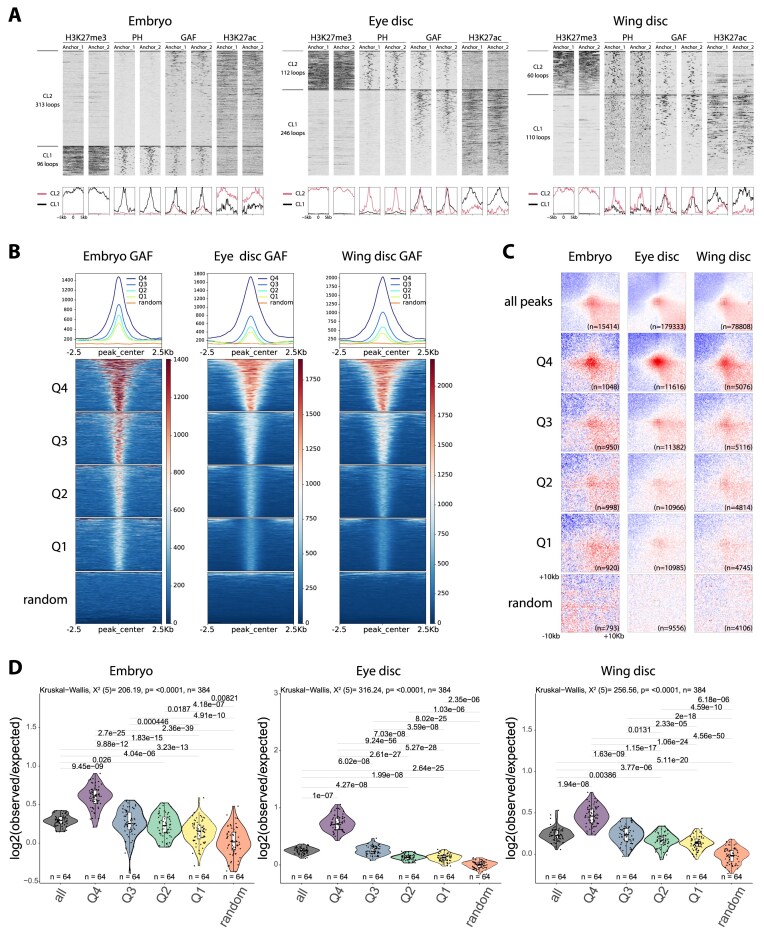
GAF binding strength correlates with chromatin looping. (**A**) Heatmaps and average signal profiles showing *k*-means clustering of H3K27me3, PH, GAF, and H3K27ac signals around the anchors (1 and 2) of the loops detected in Micro-C of embryos (left) larval eye discs (middle) and larval wing discs (right). (**B**) Heatmaps and average signal profiles of GAF CUT&RUN (two merged replicates) centered on GAF peaks ranked and grouped into quartiles based on the MACS3 peak score. Random peaks matched in number and average size were used as control. (**C**) Aggregate Micro-C map at 250 bp resolutions around pairs of GAF peaks, which are grouped as in panel (B) at distance separation between 10 and 500 kb. (**D**) Violin plots show the the contact-enrichment values in a 8 × 8 square in the center of the aggregate Micro-C maps presented in panel (C). Boxplots show median (central line), Q1 = 25th and Q3 = 75th percentiles (box limits), and Q1 + 1.5 × IQR to Q3 + 1.5 × IQR (whiskers). Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s *post-hoc* pairwise test with Benjamini–Hochberg correction.

### Loop-calling analysis

Loop-calling analysis was performed on .mcool files which were obtained and normalized via the Iterative Correction and Eigenvector decomposition algorithm (ICE) with default parameters (command “*cooler zoomify -r 400, 800, 1000, 2000, 4000, 8000, 10 000, 20 000, 40 000 file.cool -o file.mcool –balance*”). To call loops from Micro-C maps, the following strategy as been applied. (i) Firstly, manually-curated a sets of *Gold Standard* loops per condition have been obtained from the set of loops published in Ref. [16]. This step has been carried out by plotting the Micro-C maps at different resolution. (ii) The *mustache* loop-caller [47] has been applied to detect loops on matrices of different resolutions with specific ranges of minimum and maximum distances between the anchors. Loop-detection has been done at resolutions 400, 800, 1000, 2000 bp between 0 and 400 kb; 800, 1000, 2000, and 4000 bp between 0 and 800 kb; 4000, 8000, 10 000, and 20 000 bp between 0 and 3.2 Mb, and 20 000 and 40 000 bp between 0 and 33 Mb. We applied *mustache* with the following *mustache* parameters *sparsityThreshold* = 1.00, *iteration* = 5, and *sigmaZero* varying between 0.6 and 3.6 every 0.1. (iii) Loops in the pericentromeric regions (chr2L:22 113 700–23 513 712, chr2R:1–5 756 000, chr3L:22 933 988–28 110 227, chr3R:1–4 027 467, chrX:21 572 709–22 396 687, and chrX:22 929 901–23 542 271) were filtered out because they were detected in regions with poor mappability. (iv) Next, for each of the resolutions, sets of loops with false discovery rates (FDR) smaller than a threshold value which was set from 0.0001 to 0.1 increasing by steps of 0.0001. Loops closer than one bin were merged (command: *PyGLtools/merge.py -d resolution*). (v) To evaluate the optimal FDR per resolution, we computed how many of the Gold Standard [defined at point (i)] were detected and defined the ratio between the number of Gold Standard loops detected and the total number of loops detected (r_GS_). We finally set for each resolution the value of FDR that allows us to maximize the r_GS_. This results in a set of loops per resolution. (vi) Finally, the union of all the loops that pass the FDR threshold per resolution were inspected visually. To ease this visual inspection, we plotted the entire region spanned by the loops (±25 bins) and marked the putative loop on the matrix using a dashed square. (vii) After manual inspection, we merged the accepted loops for different resolutions where the anchors have different sizes. Each of these loops were recentered on the location within the looping area with the highest Micro-C score: the final set of loops is obtained by fixing the location of the maximum ±2 kb. This recentering is motivated by the fact that the Shaman score remove the local genomic-distance bias and help to locate the summit of the loops. (viii) In conclusion, we obtained: 358 loops from Micro-C in ED_Control, 409 loops from Micro-C in Embryo_WT, and 170 loops from Micro-C in WD_WT (Supplementary Table S1). Signals for H3K27me3, PH, GAF, and H3K27ac around paired loop-anchors were used to cluster loops (Fig. 1A). Signal intensities were normalized and stratified into a defined number of clusters (k = 2) using the *kmeans* function in R (version 4.4.3; www.R-project.org). Heatmaps and average signal profiles were generated using the seqplots R package (v1.23.3) [42].

### Quantitative chromatin immunoprecipitation (qChIP) experiments

qChIP experiments were performed as described in [9] with minor modifications. Chromatin was sonicated using a Bioruptor Pico (Diagenode) for 7 min (30 s in, 30 s off). All antibodies were diluted 1/100 for the immunoprecipitation. After decrosslinking, DNA was purified using MicroChIP DiaPure columns from Diagenode. Enrichment of DNA fragment was analyzed by real-time PCR Light-cycler 480 (Roche). Primers used are indicated in Supplementary Table S2. PHO antibody is a generous gift of J. Kassis [48]. Psq antibody is a generous gift from CA Berg [49]. GAF, PH, E(Z) antibodies are described in [12]. H3K27me3 antibody is from ActiveMotif (#39 155).

## Results

### GAF binding levels correlate with chromatin looping genome-wide

To investigate the genome-wide relationship between GAF occupancy and chromatin looping, we performed CUT&RUN targeting GAF, the PRC1 subunit Polyhomeotic (PH), active and repressive histone marks (H3K27Ac and H3K27me3, respectively) alongside high-resolution Micro-C, in *Drosophila* embryos (16–20 h) and in two distinct third instar larval tissues: imaginal eye and wing discs (Supplementary Table S1). We identified 1855, 6441, and 4272 high-confidence GAF peaks in embryos, larval imaginal eye and wing discs, respectively. Micro-C analysis revealed 409 high-confidence loops in embryos, 358 in eye imaginal discs and 170 in wing imaginal discs (Supplementary Fig. S1), with median loop sizes of 59, 45, and 71 kb, respectively (Supplementary Fig. S2A). Among the 409 chromatin loops identified in embryos, 81 are shared with both larval tissues, 70 are shared exclusively with eye discs, and 9 are shared exclusively with wing discs. In total, 160 loops (39%) are retained in at least one larval tissue (Supplementary Fig. S1). While the remaining 61% were identified only in embryos and are therefore classified as embryo-specific, these loops are not entirely absent in other tissues but instead display reduced interaction frequencies, indicating quantitative modulation rather than complete loss. 

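The PRE loop at the *dac* locus can be followed in 4C-seq libraries of the series that the paper lists for its CUT&RUN data. In 4C-seq, each library reads out the contacts of a chosen site, the viewpoint, with the rest of the genome. The libraries come from embryos and from larval and pupal imaginal leg discs, with 3 libraries in each group. In larvae and pupae the groups are WT and gypsy2. In embryos they are WT libraries 1 to 3, gypsy1, gypsy2, and WT libraries 4 to 6, whose titles say WT while their genotype field names a gypsy insertion, so that they were kept apart. The labels of gypsy1 and gypsy2 name an insertion of gypsy, whose sequence and position the sources used here do not give. Each of the 24 libraries was read from a viewpoint at PRE2 and from a viewpoint named gypsy2. The highest bin of all libraries ran from 16487001 to 16488000 on 2L for the PRE2 viewpoint and from 16465001 to 16466000 for the gypsy2 viewpoint.
The authors' deposited tables give whole-number counts for 137552 bins of 1 kb, not scaled to library size. The chromosome ends match dm6, and the aligner, the filter on fragments and the handling of duplicates are not given in the sources used here. The total count per library gives its depth. From the PRE2 viewpoint, the WT libraries held 800269 to 1320945 counts in embryos (libraries 1 to 3, median 1148485), 2274115 to 2450581 in larvae (median 2285970) and 9531010 to 13791311 in pupae (median 9607484). The gypsy2 libraries held 19952708 to 22267544 counts in embryos (median 21044416), 2297342 to 3151718 in larvae (median 2401988) and 10616943 to 16638131 in pupae (median 14524282). The embryo WT libraries 4 to 6 held 14352639 to 20146926 counts (median 15604850) and the gypsy1 libraries 944952 to 1466765 (median 1383955). With the gypsy2 viewpoint, totals for WT were 899390 to 1461167 in embryos (libraries 1 to 3, median 1443941), 3997998 to 4811772 in larvae (median 4561465) and 13288225 to 18297507 in pupae (median 16151108). For gypsy2 they were 21961921 to 25904672 in embryos (median 24515163), 4381703 to 6456560 in larvae (median 5279400) and 10053003 to 15266101 in pupae (median 12648227). For the embryo WT libraries 4 to 6 they were 19805091 to 24823064 (median 19892140) and for gypsy1 1275993 to 1394565 (median 1276264). Single bins of 1000000 counts or more are written with 6 significant digits, which rounds these totals slightly.
Contact of a region was computed in each library as the mean count per bin over a 6-kb region. It was divided by the mean of 2 flanks of 12 kb, each set 3 kb away from the region. A log-log fit of counts against distance from 10 to 500 kb gave the count expected at each distance, with 0.5 added to each count. The reads carry no molecular identifiers, so counts are not independent molecules and only the spread between libraries was used as error.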

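Seen from PRE2, the PRE1 region in *CG5888* was contacted more than the mean of its 2 flanks in embryos, in larval leg discs and in pupal leg discs. PRE1 was not compared with each flank singly. The mean count per bin in the 6-kb PRE1 region was 1.82-fold that of its flanks in WT embryos, 1.91-fold in larvae and 2.10-fold in pupae. On the log2 scale this was 0.86 ± 0.12 in embryos, 0.94 ± 0.12 in larvae and 1.07 ± 0.11 in pupae (SD, n = 3 each). The enrichment was above 0 in each of the 9 WT libraries, the lowest being 0.75 in an embryo library. Relative to the distance fit, which uses both sides of the viewpoint, PRE1 stood at a log2 observed over expected of 2.42 in embryos, 2.52 in larvae and 2.76 in pupae. Part of this lies in the side. At 22 to 122 kb from the viewpoint, a stretch that includes PRE1, WT counts on the PRE1 side exceeded those on the other side. The excess was 2.00, 1.87 and 1.74 on the log2 scale. With a fit on the PRE1 side only (chosen after seeing the data), log2 observed over expected of PRE1 was 1.62, 1.67 and 1.92. PRE1 ranked at percentile 98.6 ± 0.619 in embryos, 96.3 ± 0.825 in larvae and 99.6 in all libraries of pupae (SD, n = 3) among 140 windows of 6 kb that lie 30 to 100 kb from the viewpoint on either side, those overlapping PRE1 included. Among windows on the PRE1 side only, the percentiles were 97.1, 92.6 and 99.3.

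**Figure D1:**
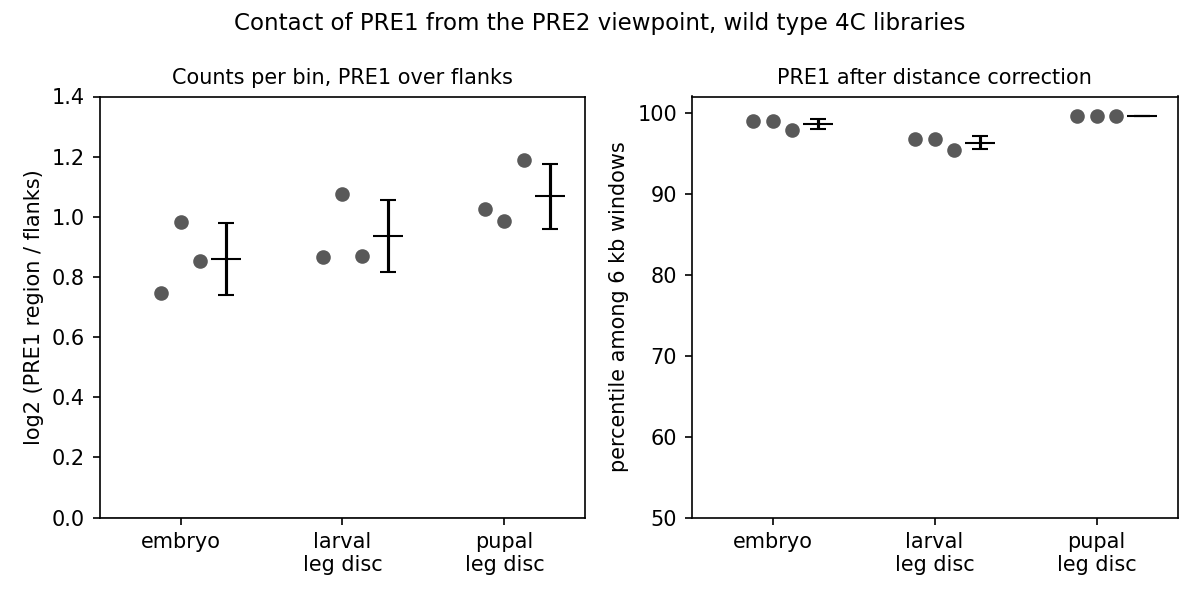
Contact of PRE1 from the PRE2 viewpoint in WT 4C-seq libraries of embryos, larval leg discs and pupal leg discs. Points are single libraries and bars are mean ± SD (n = 3), on the left as log2 of counts per bin in PRE1 over its flanks, on the right as percentile among 6-kb windows. All points on the left lie above 0.

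The stages were read in separate tables and differ in depth, so that their levels are given side by side and were not tested against each other. The size of the enrichment rests on the background. Against the region at the same distance on the other side of the viewpoint it was, on the log2 scale, 4.67 in embryos, 5.20 in larvae and 4.51 in pupae, which includes the difference between the sides.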

Overall, these results support a model in which a substantial fraction of chromatin loops is maintained across development, as exemplified by the previously characterized PRE loop at the *dac* locus [13], while another fraction is more dynamically regulated, primarily through changes in interaction strength rather than complete disappearance. Although only a small subset of all GAF peaks engages in looping interactions (Supplementary Fig. S2B), as also reported in [21], GAF binding is a general hallmark of chromatin loops (Fig. 1A), consistent with previous reports [4, 12]. In embryos, 38% of loops overlap with GAF peaks, with roughly half showing GAF binding at both anchors and half at a single anchor. At the larval stage, this fraction increases to 70% in wing imaginal discs and 85% in eye imaginal discs, with most of these loops bound by GAF at both anchors (Supplementary Fig. S2C and Supplementary Table S1). These findings suggest that GAF involvement in looping becomes more prominent during development. The median sizes of GAF-overlapping loops are comparable between stages, 43 kb in embryos and 39 or 46 kb in eye or wing imaginal discs (Supplementary Fig. S2A). Importantly, chromatin loop-anchors located within repressive H3K27me3 domains exhibit a particularly strong association with GAF binding: 71%, 92%, and 83% of H3K27me3-enriched loops in the embryo, eye and wing imaginal discs, respectively, overlap with GAF peaks in at least one loop anchor. These anchors are also bound by PH (Fig. 1A), highlighting a predominant role for GAF in mediating chromatin loops between PREs.

Notably, GAF sites associated with loop anchors exhibited significantly higher occupancy than at nonlooping sites (Supplementary Fig. S2D), suggesting a quantitative relationship between GAF occupancy and loop formation. To investigate this further, we ranked all GAF peaks based on their peak scores, used as a proxy for binding strength, and grouped them into quartiles where Q4 (Q1) had the highest (lowest) GAF binding strength (Fig. 1B). This analysis revealed a skewed distribution of GAF binding, with high-occupancy GAF peaks more likely to overlap with loop anchors (Supplementary Fig. S2E). Consistent with previous reports showing that GAF binds preferentially to clustered (GA)n repeats via its POZ domain [17, 50], we also found that stronger GAF peaks were associated with both larger peak sizes (Supplementary Fig. S2F) and higher numbers of underlying GAF motifs (Supplementary Fig. S2G and H). To directly test whether GAF binding levels influence loop formation, we focused on pairs of GAF peaks within 500 kb of genomic separation, since the majority of GAF-associated loops fall within this range (Supplementary Fig. S2A). Importantly, this analysis confirmed a strong positive correlation between GAF occupancy and the likelihood of looping: the higher the GAF peak score, the greater the looping score, hence the greater the tendency for the site to engage in chromatin loops (Fig. 1C and D).

Together, these results demonstrate that GAF binding strength is a robust predictor of chromatin looping independently of the examined tissue and support a model in which GAF occupancy plays a critical role in establishing chromatin loops during *Drosophila* development.

Interestingly, a similar positive relationship between protein binding levels and chromatin contact frequency has previously been reported for PRC1 components, including PH [51]. To explore the chromatin landscape of GAF binding sites involved in looping, we clustered CUT&RUN profiles of the H3K27ac and H3K27me3 histone marks, together with PH and chromatin accessibility (ATAC-seq) data in all GAF peaks identified in both embryos and larval imaginal eye and wing discs (Supplementary Fig. S3). Strikingly, the cluster (CL) with the strongest chromatin looping between GAF peaks also showed high levels of PH binding (Supplementary Fig. S3A and B, CL4). Moreover, genomic regions that gain GAF binding at the larval stage compared to embryos display a significant increase in chromatin looping (Supplementary Fig. S3A and B, CL3). This increase is followed by elevated PH occupancy and enhanced chromatin accessibility, suggesting a coordinated change in chromatin state. Of note, GAF and PH co-localization and strong binding at H3K27me3 domains was associated to the strongest loops in embryos, but in larval tissues an even stronger looping was observed in a cluster of sites associated with H3K27Ac (Supplementary Figs S3 and S4), suggesting that active chromatin regions might increase looping efficiency during late stages of development. In summary, the strong correlation between GAF and PH binding levels, as well as chromatin contact frequencies at all developmental stages and examined tissues, suggests that both proteins may play a functional key role in the formation of chromatin looping.

### GAF binding levels dictate PRE loop formation and PH recruitment at the *dac* locus

Since chromatin loop anchors within H3K27me3 domains show strong enrichment for both GAF and PH binding (Fig. 1A), and GAF sites overlapping with PH in Polycomb domains establish robust chromatin loops genome-wide (Supplementary Fig. S4), we next focused our analysis on dissecting the respective contributions of GAF and PH to PRE looping. Previous work demonstrated that a PRE loop at the *dac* gene locus depends on both an intact PRE sequence and GAF binding [12]. Here, we found that deletion of the PRE sequence not only leads to the loss of GAF binding [12], but also to a significant reduction in PRE looping that correlates with the appearance of extra sex comb bristles at the second tarsal segment of male flies, a very specific gain-of-function phenotype resulting from *dac* overexpression in this tarsal segment [12, 13] (Supplementary Figs S5 and S6). To further dissect how GAF binding levels influence the formation of PRE loops, we leveraged the correlation between GAF occupancy and the number of underlying (GA)n repeat motifs (Supplementary Fig. S2). Therefore, we generated a series of mutant fly lines carrying targeted mutations in increasing numbers of (GA)n motifs within the *dac* PRE2 sequence (Fig. 2A).

**Figure 2.**
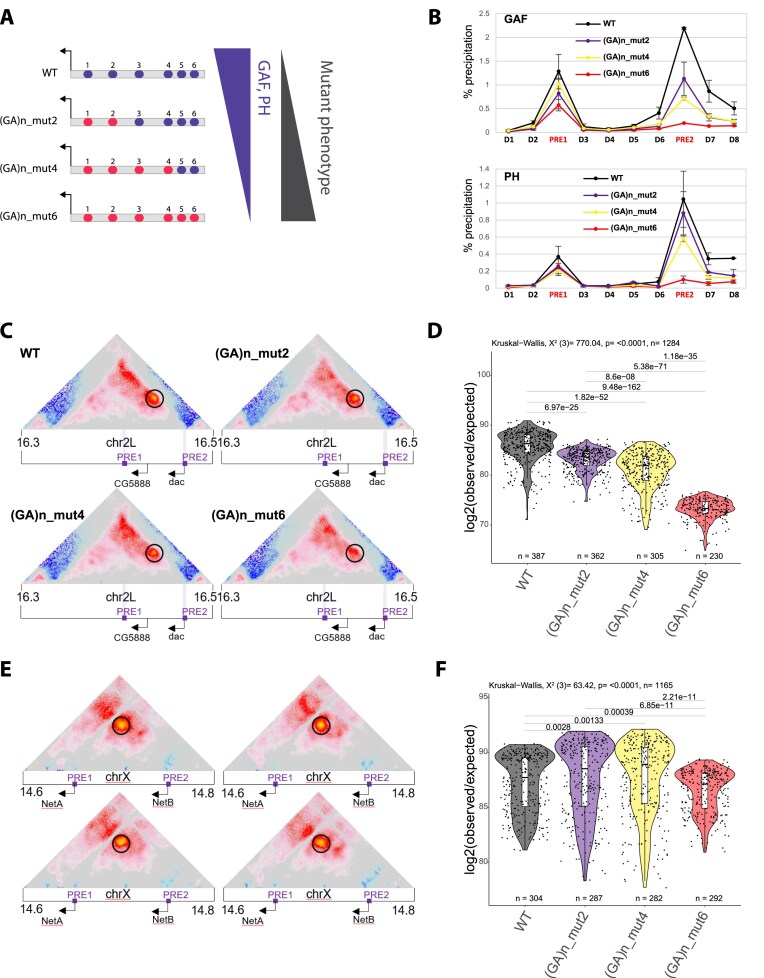
GAF binding levels are a major determinant for PRE loop formation. (**A**) Schematic representation of the PRE2 with (GA)n motifs (GAF binding sites) shown in blue. Mutated motifs are indicated in red *(left)*. Schematic representation of the consequences of mutating increasing numbers of (GA)n motifs on the binding of indicated chromatin factors (*right*). (**B**) qChIP experiments using GAF or PH antibodies in WT, (GA)n_mut2, (GA)n_mut4, and (GA)n_mut6 fly lines. D1–D8, PRE1, 2 indicate PCR amplicons used for qChIP experiments along the *dac* gene locus (Supplementary Table S2). The housekeeping gene *Rp49* was used as negative control, the *engrailed* PRE as a positive control. Data are presented as the mean values ± standard deviation (SD) (error bars) of two independent replicates. (**C, E**) Micro-C score (see the ‘Materials and methods’ section) maps of a 200 kb region at 1 kb resolution on chromosome 2L at *dac* gene locus (**C**) and on chromosome X at the *NetA/B* gene locus (**E**) in WT, (GA)n_mut2, (GA)n_mut4, and (GA)n_mut6 fly lines. Black circles indicate the positions of the PRE loop. Violet bars indicate position of PREs. Black arrows indicate gene promoters of the *dac, CG5888, NetA*, and *NetB* genes. (**D, F**) Quantification of the Micro-C *dac* (**D**) and *NetA/B* (**F**) PRE loop interaction scores in WT, (GA)n_mut2, (GA)n_mut4, and (GA)n_mut6 fly lines. Violin plots show the distribution of Micro-C scores for each of the contacts (pair of chromatin fragments) falling between the anchors of the interrogated loop. Violin plots show median (central line), Q1 = 25th and Q3 = 75th percentiles (box limits), and Q1 + 1.5 × IQR to Q3 + 1.5 × IQR (whiskers). Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s *post-hoc* pairwise test with Benjamini–Hochberg correction.

qCHIP experiments confirmed that mutation of all six (GA)n motifs abolished both GAF and PH binding (Fig. 2B). Mutation of four (GA)n motifs resulted in a partial loss of GAF and PH binding, while mutation of only two (GA)n motifs led to an even lower reduction of GAF and PH levels compared to the wild type control (WT) (Fig. 2B). Therefore, this engineered allelic fly line series provides a quantitative gradient of GAF and PH binding levels to the PRE2 sequence. In contrast, two other PRE-bound TFs that either interact with GAF or bind to (GA)n motifs, Pleiohomeotic (PHO), and Pipsqueak (PSQ), can efficiently bind to the PRE2 sequence upon mutation of 2 or 4 (GA)n motifs, whereas their binding is only reduced when all (GA)n motifs are deleted (Supplementary Fig. S6A).

Next, we asked whether the strength of GAF and/or PH binding is a key determinant of PRE loop formation. To test this, we performed high resolution Micro-C experiments in the different (GA)n mutant lines and quantified the *dac* PRE loop (Fig. 2C and D). As previously observed, mutations of all (GA)n motifs led to a significant disruption of the PRE loop. Importantly, even mutation of just 2 (GA)n sites was sufficient to significantly reduce PRE looping, with the loss of PRE looping progressively increasing as more motifs were mutated and GAF/PH binding levels decreased (Fig. 2C and D). In contrast, looping frequencies between two PREs at the *NetA/B* gene locus remained unaffected by (GA)n motifs mutations at the *dac* locus, and chromatin contacts of all chromatin loops identified in embryos in not affected (Supplementary Fig. S6B), indicating that the effect is specific to the mutated PRE loop (Fig. 2E and F). This observation supports a local, locus-specific effect of (GA)n motif mutations on the targeted PRE rather than a global perturbation of chromatin looping. Strikingly, the gradient of GAF and PH binding levels upon (GA)n motifs mutations closely mirrors the penetrance of a gain-of-function phenotype of the *dac* gene (Supplementary Fig. S6C), which has been previously shown to be induced by the specific overexpression of *dac* in the TS2 segment in pupal leg discs [13]. Of note, (GA)n motifs mutations at PRE2 also slightly reduced GAF binding levels at the neighboring PRE1, which might reflect a stabilizing effect of GAF binding upon PRE looping. In summary, these results indicate that high GAF binding levels are critical for robust PRE loop formation and for buffering the expression of looping-dependent mutant phenotypes at the *dac* locus, with PH binding potentially taking a part in this process.

### PH binding is dispensable for PRE looping

To directly assess whether PH is necessary for PRE loop formation, we made use of a temperature-sensitive system, previously shown to efficiently knock down PH protein levels in imaginal eye discs [30]. Global loss of PH binding to chromatin also results in the strong reduction of H3K27me3 levels [30], whereas GAF binding at PREs remains unaffected (Fig. 3A), allowing to uncouple the respective contributions of these two chromatin factors to PRE looping. We therefore performed Micro-C experiments upon loss of PH function and quantified PRE looping at the *dac* gene locus (Fig. 3B). Contrary to the loss of GAF binding, PRE looping frequency between the two PREs at the *dac* gene locus was only slightly affected upon loss of PH binding (Fig. 3C).

**Figure 3.**
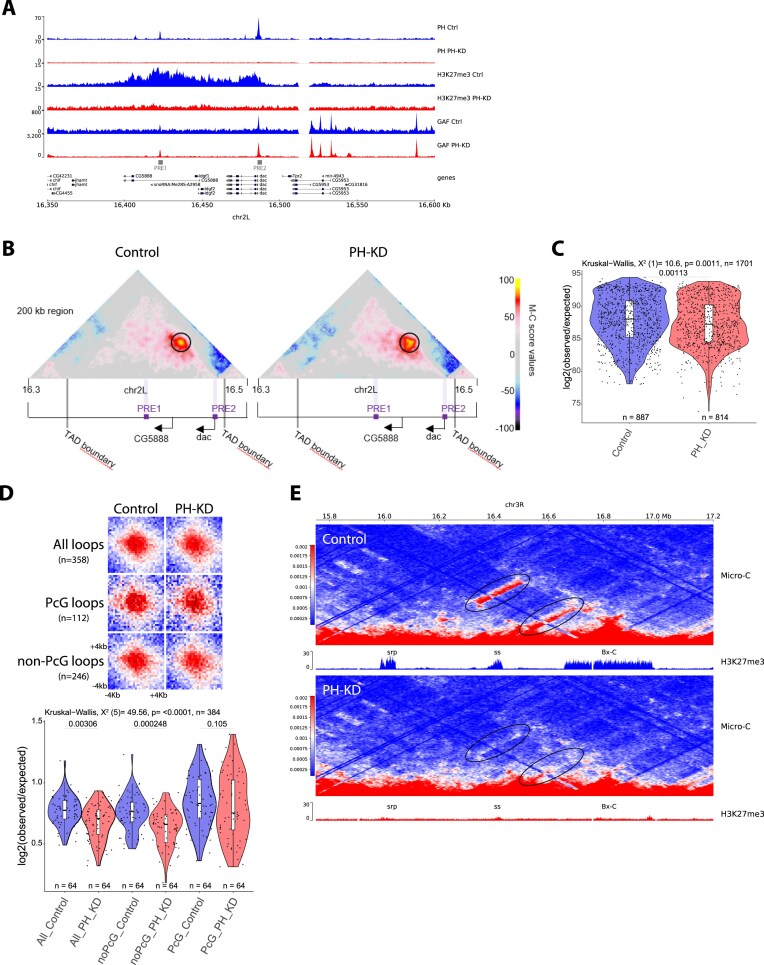
PH is not necessary for PRE looping. (**A**) ChIP-seq profiles for PH and CUT&RUN profiles H3K27me3 and GAF in Control (Ctrl) or PH-depleted (PH-KD) larval eye imaginal discs at the *dac* gene locus. (**B**) Micro-C score maps of a 200kb region around the *dac* TAD in control or PH depleted (PH KD) larval eye imaginal discs. PRE loop is indicated by a black circle. Violet bars indicate position of PREs. Gray bars indicate the positions of TAD boundaries. Black arrows indicate the promoters of the *dac* and the *CG5888* genes. (**C**) Quantification of the *dac* PRE loop Micro-C interaction scores in Control and PH depleted (PH-KD) mutant flies. Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s *post-hoc* pairwise test with Benjamini–Hochberg correction. (**D**) Aggregate Micro-C map at 250 bp resolutions centered at *All, PcG*, and *non-PcG* loops in Control and PH depleted (PH-KD) Micro-C (see Supplementary Table S1 and the ‘Materials and methods’ section). Violin plot shows the quantification of the signal in the central 8 × 8 square of the aggregate Micro-C maps. Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s *post-hoc* pairwise test with Benjamini–Hochberg correction. Boxplots in panels (**C, D**) show median (central line), Q1 = 25th and Q3 = 75th percentiles (box limits), and Q1 + 1.5 × IQR to Q3 + 1.5 × IQR (whiskers). (**E**) Micro-C contact maps in control eye discs (top) or upon loss of PH function (PH-KD, bottom) showing the loss of long range contacts between Polycomb domains.

To extend this analysis on a genome-wide scale, we generated aggregate plots of Micro-C signals centered on PRE loops (loops bound by PH) and compared them to loops formed in the absence of PH (non-PcG loops). Quantification of aggregated loop signals revealed a slight, though not significant, decrease in PRE looping upon loss of PH. However, a significant reduction was also observed at non-PcG loops (Fig. 3D), suggesting that the decrease in PRE looping is not a direct consequence of PH loss, but may instead reflect a global change in nuclear or chromosomal architecture, or a small systematic difference in the two Micro-C samples. Interestingly, although loss of PH does not specifically affect PRE looping within TADs, long range interactions between Polycomb domains are significantly reduced (Supplementary Fig. S7A), as exemplified by the loss long range interactions between the *HOX* gene cluster Bx-C and the *ss* and *srp* Polycomb domains (Fig. 3E), as well as between Bx-C and Antp-C (Supplementary Fig. S7B). In contrast, long range interactions between active or null domains are not affected (Supplementary Fig. S7A).

Altogether, these results indicate that, although PH is necessary for the compartmentalization of Polycomb domains and PH binding levels positively correlate with PRE loop strength, PH is not essential for efficient PRE looping. PH occupancy at PREs likely reflects its recruitment downstream of GAF binding and the establishment of Polycomb repression domains, rather than a direct architectural role in loop formation. In contrast, GAF, alone or in combination with other chromatin factors bound at PREs, emerges as a key driver of PRE looping.

### GAF is required for PRE looping but remains insufficient, even in conjunction with PHO binding

To investigate whether GAF binding alone is sufficient to mediate PRE looping, or whether additional PRE-binding proteins are required, we replaced the PRE2 sequence at the *dac* gene locus with a 370 bp fragment from the *Hsp26* promoter containing well-characterized (GA)n motifs [52]. Notably, this sequence is known to recruit high levels of GAF without acting as a PRE at its endogenous locus (Supplementary Fig. S8A). Importantly, we did not include the *Hsp26* TATA box to prevent artificial gene transcription (Fig. 4A, Hsp26 mutant). qChIP analysis confirmed that GAF was efficiently recruited to the *Hsp26* sequence inserted at the *dac* TSS (Fig. 4B). However, neither PH nor PHO was detected at this site (Fig. 4B), indicating that GAF binding alone is not sufficient to recruit PcG proteins. The absence of PRE activity/PH recruitment of the *Hsp26* sequence was also reflected by a marked reduction in H3K27me3 levels across the *dac* domain, similar to what is observed in the PRE2 deletion line (Supplementary Fig. S8B). Consistent with the loss of Polycomb-mediated repression of *dac*, the Hsp26 replacement line displayed the same gain-of-function phenotype (Supplementary Fig. S8C) previously observed upon deletion of the PRE2 sequence [12].

**Figure 4.**
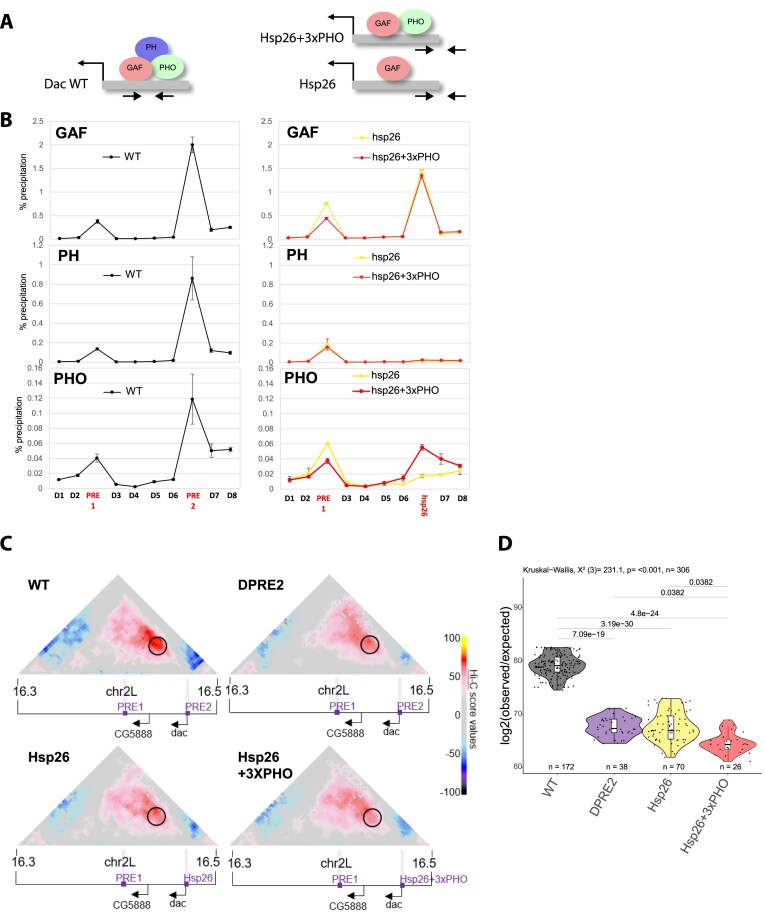
GAF is not sufficient for PRE loop formation. (**A**) Schematic representation of the Hsp26 constructs inserted at the *dac* TSS (PRE2) genomic region. Location of primer pairs for qChIP are indicated by arrows (**B**) qChIP experiments using GAF, PH, or PHO antibodies in WT, Hsp26, and Hsp26 + 3xPHO fly lines. D1–D8, PRE1, 2 indicate PCR amplicons used for qChIP experiments along the *dac* gene locus (Supplementary Table S2). Note that, to discriminate endogenous *Hsp26* sequence from the ectopically inserted sequence, we used a primer pair, where one primer is specific to the *Hsp26* sequence whereas the other one is specific to the *dac* promoter region. The housekeeping gene *Rp49* was used as negative control, the *engrailed* PRE as a positive control. Data are presented as the mean values ± SD (error bars) of two independent replicates. (**C**) Hi-C score (see the ‘Materials and methods’ section) maps of a 200 kb region at 3 kb resolution on chromosome 2L at *dac* gene locus in imaginal discs in WT, PRE2 deleted (ΔPRE2), Hsp26, and Hsp26 + 3xPHO fly lines. Black circle indicates the position of the *dac* PRE loop. Violet bars indicate position of PREs. Black arrows indicate gene promoters of the *dac* and the *CG5888* genes. (**D**) Quantification of the *dac* PRE loop interaction scores. Hi-C interaction score in WT, PRE2 deleted (ΔPRE2), Hsp26, and Hsp26 + 3xPHO fly lines. Boxplots show median (central line), Q1 = 25th and Q3 = 75th percentiles (box limits), and Q1 + 1.5 × IQR to Q3 + 1.5 × IQR (whiskers). Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s *post-hoc* pairwise test with Benjamini–Hochberg correction.

To assess whether GAF binding alone, without PH, is sufficient to mediate PRE looping, we performed Hi-C experiments in third instar imaginal discs from flies carrying the Hsp26 replacement construct and compared PRE interaction frequency to the WT and the PRE2 deletion lines (Fig. 4C). Quantification of interactions between the PRE1 and PRE2 regions showed that the Hsp26 line exhibits significantly reduced interaction frequencies compared to WT flies, with a similar interaction frequency than the PRE2 deletion line (Fig. 4D). These results indicate that GAF binding alone is not sufficient to mediate PRE looping interactions within Polycomb domains, suggesting that additional PRE-associated looping factors are needed.

PHO has been proposed to be an additional looping factor, as it is preferentially enriched at loop anchors that are maintained upon loss of GAF function [15]. To analyze whether the additional presence of PHO together with GAF is sufficient to mediate PRE looping, we generated a modified construct in which three PHO consensus motifs (GCCCATTT) were inserted into the *Hsp26* promoter sequence (Fig. 4A, Hsp26 + 3xPHO). qChIP analysis confirmed that PHO was successfully recruited to the Hsp26 + 3xPHO construct, while GAF binding levels remained comparable to the unmodified Hsp26 construct (Fig. 4B). Importantly, despite the recruitment of both GAF and PHO, PH was still not detected at the Hsp26 + 3XPho construct (Fig. 4B), and H3K27me3 levels remained low across the *dac* domain (Supplementary Fig. S8B). This suggests that the simultaneous presence of GAF and PHO is not sufficient to recruit PcG proteins and establish a repressive chromatin environment at the *dac* gene locus. To evaluate the functional impact on PRE looping, we performed Hi-C experiments in the Hsp26 + 3xPHO replacement line and quantified the interactions between PRE1 and PRE2 regions (Fig. 4C and D). We observed that the PRE interaction frequencies in the Hsp26 + 3xPHO line were significantly decreased compared to the WT, similar to the Hsp26 line (Fig. 4D).

These results indicate that even the combined presence of GAF and PHO is not sufficient to mediate PRE looping, arguing against the hypothesis that GAF or PHO alone are sufficient to induce looping and instead suggesting that additional factors may be required to establish PRE chromatin contacts.

### The PRE looping specificity is determined by TFs that could form a code

PREs act as binding platforms for a specific combination of TFs that cooperate to recruit PcG complexes and mediate PRE looping. However, only a subset of PREs form loops, and the molecular determinants of PRE–PRE looping specificity remains unclear. The specificity of PRE looping may depend on the quality and the quantity of looping factors occupying the PRE anchors, as well as the specific combination of these factors at the two looping anchors. To test whether a specific TF binding combination encoded in the PRE sequences determine PRE looping specificity, we replaced the *dac* PRE2 with different PRE sequences, namely (i) its orthologous PRE2 sequence from *D. virilis* (*vir*), (ii) a homologous duplicate of the *dac* PRE1 sequence (ect_PRE1), or (iii) unrelated PRE sequences from the *engrailed* (*en*) gene or the Bithorax-Complex (*Fab-7*) loci (Fig. 5A).

**Figure 5.**
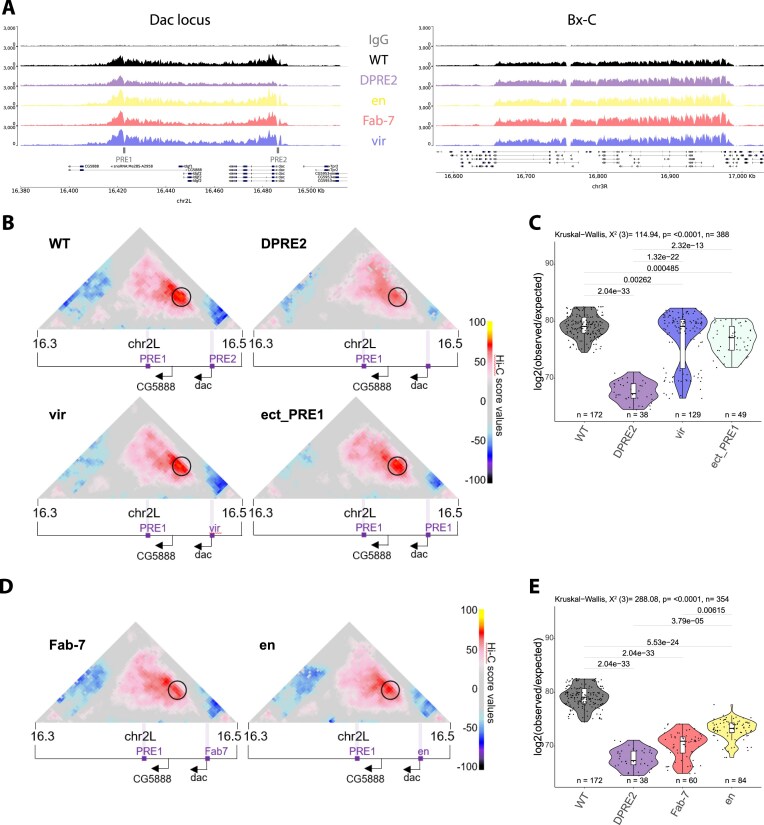
An orthologous PRE sequence can rescue loss of PRE looping. (**A**) CUT&RUN profiles of H3K27me3 around the *dac* gene (left) or the Bx-C locus (right) in WT, PRE2 deleted (ΔPRE2), or mutant PRE lines, where the *dac* PRE2 has been replaced by the indicated PREs (*en, Fab-7* or *vir*). (**B, D**) Hi-C score (see the ‘Materials and methods’ section) maps of a 200 kb region at 3kb resolution on chromosome 2L at *dac* gene locus in imaginal discs in WT, PRE2 deleted (ΔPRE2), or mutant PRE lines, where the *dac* PRE2 has been replaced by the indicated PREs (*vir*, ect_PRE1 and *Fab-7, en*). Black circle indicates the position of the *dac* PRE loop. Violet bars indicate position of PREs. Black arrows indicate gene promoters of the *dac* and the CG5888 genes. (**C, E**) Quantification of the *dac* PRE loop interaction scores. Hi-C interaction score in WT, ΔPRE2, or the mutant PRE lines *vir*, ect_PRE1, *Fab-7*, and en. Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s *post-hoc* pairwise test with Benjamini–Hochberg correction on all the sample considered together as in Supplementary Fig. S9F. Boxplots show median (central line), Q1 = 25th and Q3 = 75th percentiles (box limits), and Q1 + 1.5 × IQR to Q3 + 1.5 × IQR (whiskers).

We first confirmed that the *vir* PRE recruits GAF and PH when inserted in the *D. melanogaster* genome (Supplementary Fig. S9A). To assess binding at the inserted *Fab-7* and *engrailed* PREs, we used primer pairs spanning the *dac* genomic flank and the inserted PRE sequence, thereby specifically amplifying the right boundary of the insertion (Supplementary Fig. S9B, PRE2 right). We also examined GAF and PH binding at a PRE2-flanking region (D7) and at the neighboring PRE1 (Supplementary Fig. S9C and D). qChIP showed that PH levels at PRE1 are not significantly affected by replacement of PRE2 with unrelated PREs, whereas GAF levels are only moderately reduced, similar to the effect of mutating GAF-binding motifs within PRE2 (Fig. 2B). Both GAF and PH bind to the inserted *Fab-7* and *engrailed* PREs, demonstrating their ability to recruit GAF and Polycomb group (PcG) proteins at the *dac* locus (Supplementary Fig. S9D).

Importantly, all four PRE replacements restored H3K27me3 domain formation and rescued the loss of H3K27me3 caused by PRE2 deletion (Fig. 5A and Supplementary Fig. S9E). Together with the high endogenous GAF and PH occupancy at these elements [9, 43] this indicates that the ectopically inserted sequences retain functional PRE activity and efficiently recruit TFs and PcG proteins. To analyze their ability to mediate PRE looping, we performed Hi-C experiments in the different PRE replacement lines (Fig. 5B–E). As expected, ect_PRE1 partially rescued looping caused by PRE2 deletion, although the looping frequency was slightly reduced compared to WT (Fig. 5C). Interestingly, the orthologous *vir* PRE also rescued looping (Fig. 5C), consistent with the functional conservation of diverse chromatin structural elements between these species [21]. In contrast, the unrelated *Fab-7* PRE, which has been shown to be able to mediate long range PRE interactions between two homologous sequences [53], showed a significantly reduced ability to loop with the *dac* PRE1 compared to the WT or the homologous and orthologous PRE sequences, with similar levels to those of the PRE2 deletion (Fig. 5D and E). Similarly, the *en* PRE replacement showed reduced looping frequency with the PRE1 from the *dac* locus and, although it exhibited partial recovery compared with the PRE2 deletion, this remained significantly lower than the orthologous and homologous PRE interactions (Fig. 5D and E). Notably, the reduction in PRE looping frequency tightly correlates with the penetrance of the previously observed *dac* gain-of-function phenotype [13], emphasizing the functional importance of this PRE loop (Supplementary Fig. S9G). Importantly, at its endogenous locus the *en* PRE forms a chromatin loop with the PRE of the neighboring *invected* gene, demonstrating that this PRE is intrinsically competent to mediate specific PRE interactions. This argues against the idea that looping specificity is determined solely by the binding of looping factors at any given PRE. Instead, they are consistent with the idea that combinations of specific TFs at each PRE may contribute to the specificity of PRE looping interactions.

The *dac* PRE sequence has diverged considerably between *D. melanogaster* and *D. virilis*, sharing only 47% overall identity with short regions of local similarity that mainly correspond to GAF and other motifs (Supplementary Fig. S10A–D). To identify factors that might contribute to *dac* PRE looping specificity, we performed differential *de novo* motif analysis on orthologous *dac* PRE2 sequences relative to *en* and *Fab-7* PREs across diverse *Drosophila* species. Among the top five enriched motifs, four showed no similarity to known TF binding motifs, whereas one corresponded to CA repeats matching the motif of the DNA-binding protein Combgap (Supplementary Fig. S10C–E). Notably, this motif is also present in *dac* PRE1 but absent from the *D. melanogaster en* and *Fab-7* PRE fragments used in our replacement experiments. Given that Combgap is a Polycomb recruitment factor [54] and has recently been implicated in long-range chromatin interactions [55], it represents a strong candidate for future investigation as a potential regulator of PRE looping specificity.

## Discussion

Several lines of evidence suggested a key role of GAF, either alone or in combination with PH, in mediating chromatin looping. However, due to its implication in PcG recruitment, it was so far impossible to disentangle the importance of GAF and PH for PRE looping. In this study, we investigated the direct contribution of GAF in mediating PRE loops and clarified the importance and interplay of GAF and PH for PRE looping. Furthermore, our results provide initial experimental evidence that the binding of specific combinations of compatible TFs at PREs may contribute to the specificity of PRE loops.

Our main findings are summarized below: (i) A tight positive correlation throughout development and across different tissues between GAF binding levels, GAGA motif content and the ability of GAF-bound sites to mediate chromatin loops. Importantly, this correlation was demonstrated both at the genome-wide level and at a specific gene locus (*dac*). (ii) *de-novo* binding of GAF and PH during development is a good predictor for the gain of chromatin looping. (iii) However, PH is dispensable for PRE looping. (iv) Although necessary, GAF is not sufficient to mediate chromatin loops, but requires the presence of additional looping factors, others than PH and PHO. (v) Replacement of a PRE with a homologous and/or orthologous PRE sequence can rescue PRE looping, whereas unrelated PRE sequences are significantly less effective, suggesting that PRE looping specificity is provided by two anchor sequences that recruit a specific set of compatible looping factors.

### The role of GAF in PRE looping

The implication of GAF in 3D chromatin organization has been recognized for over two decades: GAF contains a BTB/POZ oligomerization domain [17–19] that enables long-range enhancer-promoter communication and gene regulation [20, 56]. More recent studies have positioned GAF as a central factor in PRE looping: (i) GAF is enriched at the loop anchors of CREs including TEs [4] and PREs [12], which constitute a specific form of TE loops [13]. (ii) GAF binding is necessary for both intrachromosomal PRE looping at the *dac* gene locus [13] and interchromosomal PRE interactions between homologous copies of the *Fab-7* PREs [24]. (iii) Mutation of GAF affects homologous PRE pairing and deletion of the POZ domain results in the loss of a subset of chromatin loops, particularly those connecting paralogous genes [15].

Here, we clarify the specific role of GAF in PRE looping. Although, *de-novo* binding of GAF during development is predictive for increased chromatin looping, our results demonstrate that GAF binding is necessary but not sufficient for loop formation. Indeed, not all loop anchors are bound by GAF, and a considerable fraction of loops involve GAF at only one anchor (Supplementary Fig. S2C). This asymmetry strongly suggests that additional factors must occupy the opposite anchor to stabilize the interaction, reinforcing the idea that GAF acts in concert with other proteins rather than alone. Importantly, the loss of chromatin looping upon mutation of GAF or its binding sites likely reflects not only the loss of GAF function, but also the concomitant loss of other looping factors that either bind to the same motifs or require GAF for chromatin binding. Therefore, the previously reported essential role of GAF in chromatin looping cannot be attributed to GAF action alone, but rather reflects its functional interaction with additional looping factors that might be equally important to mediate chromatin loops.

### The role of PcG proteins and associated histone marks in PRE looping

Extensive research has linked PcG proteins, particularly PRC1 components, to PRE looping. PcG proteins are known organizers of the 3D genome architecture [28], and PRC1 is critical for both the condensation of Polycomb domains and their long-range interactions in mammals (reviewed in [6]). Moreover, PRC1 has been proposed to act as a looping factor in mammalian cells [57], potentially through oligomerization of the SAM domain of the PRC1 subunit PH. This domain is required for the condensation of Polycomb domains [25] as well as for mediating long-range interactions between them [26, 27]. In line with this, we observed that PH is essential for the compartmentalization of Polycomb domains during *Drosophila* development. Surprisingly however our results show that, although co-gain of PH and GAF binding during development is predictive of PRE looping, genome-wide loss of PH does not disrupt PRE looping. This rules out an essential role for PH in PRE loop formation and instead suggests that PH is passively recruited to PREs by GAF, without contributing directly to loop formation.

A recent study reported that changes in histone modifications, such as H3K27ac, between loop anchors/boundaries are predictive of changes in CTCF/RAD21 loops [58]. Here, we found that H3K27me3, the hallmark of PcG-mediated gene silencing, does not play a major role in PRE looping, since this mark is erased upon loss of PH-binding [30], yet PRE looping is unaffected. We also ruled out the importance of other PRC1 components, such as dRING and PC, for PRE looping. Indeed, upon PH knock down dRING-mediated H2AK118ub is erased from chromatin and PC binding is strongly reduced [30], indicating that the whole PRC1 activity and function is lost.

Together, these findings suggest that PcG proteins and their associated histone modifications are not essential for the formation of PRE loops in *Drosophila*. Instead, the roles of PRC1/PH and H3K27me3 appear to be restricted to higher-order chromatin organization, such as long-range interactions between Polycomb domains. In contrast, PRE loops are essentially mediated by looping factors directly present at loop anchors operating independently of PcG proteins. This distinction allows us to separate intra-domain Polycomb-associated loops, which do not require PcG proteins or their associated histone marks, from long-range inter-domain Polycomb compartment interactions, which depend on PcG components. Notably, in mammals the situation appears different: PRC1 and PRC2 recruitment is largely driven by unmethylated CpG islands rather than discrete TF binding sites [59, 60] and PRC1 is required for both local chromatin compaction and long-range interactions between Polycomb-bound regions [25, 26, 28]. Thus, while PcG proteins contribute primarily to higher-order chromatin architecture in *Drosophila*, in vertebrates they play a more direct role in organizing both short- and long-range chromatin contacts.

### What might be the additional looping factors at PREs?

PREs are built up of a flexible array of DNA binding sites for a multitude of sequence-specific TFs that cooperate to recruit PcG proteins. We showed that mutating increasing numbers of (GA)n repeat motifs result in a gradual loss of GAF and PH binding levels, which negatively correlate with PRE looping efficiency. However, our subsequent finding that PH is not essential and that GAF is not sufficient for PRE looping strongly suggest that other PRE-bound proteins are involved in PRE looping, either via interaction with GAF or by directly binding to (GA)n motifs.

One candidate is PHO, which binds cooperatively with GAF at PREs [61] and is enriched at loop anchors that form independently of GAF [15]. This suggests that PHO might serve as a looping factor at a subset of PREs. However, additional binding of PHO to the GAF-bound Hsp26 sequence does not restore looping, and PHO binding levels are not significantly reduced at the (GA)n_mut2 and (GA)n_mut4 PREs, although PRE looping interactions are significantly decreased. While these observations do not exclude that PHO might play a role in PRE looping, they suggest that other factors must be important.

Pipsqueak (PSQ) is another candidate, as it binds to (GA)n motifs at PRE sequences, interacts with GAF [62] and possesses a BTB-POZ domain that is able to oligomerize. In addition, a specific isoform of PSQ has been implicated in chromatin looping [63]. However, like PHO, PSQ binding to the (GA)n_mut2 and (GA)n_mut4 PREs is not reduced, again indicating that loss of looping is not due to reduced PSQ binding, and suggesting instead that additional TFs/looping factors are required.

In addition, our *de novo* motif analysis identified several enriched sequence motifs at *dac* PREs that do not match any known TF binding sites, suggesting the possible involvement of as-yet-uncharacterized DNA-binding proteins in PRE looping. Notably, the identification of a Combgap-binding motif specifically enriched at *dac* PREs, together with the established role of Combgap in Polycomb recruitment [54] and long-range chromatin interactions [55] highlights Combgap as a strong candidate contributing to PRE looping specificity.

Other proteins that may contribute include CLAMP, a (GA)n-binding protein implicated in long-range chromatin interactions [64], as well as other BTB/POZ domain-containing proteins that interact with GAF, such as LOLAL [65] or BAB1/2 [66], or the recently characterized Vostok protein, which functionally cooperates with GAF in forming a subset of loops in the *Drosophila* brain [67].

In summary, our findings argue that, similar to PcG recruitment to PREs, which involves the combination of many TFs, PRE looping is not governed by a single chromatin factor, but rather depends on the specific combinatorial and quantitative interplay of multiple looping factors at the loop anchors.

### Specificity of PRE loops

The observation that only a subset of PREs form loops raises a fundamental question: what determines the specificity to these chromatin interactions? Importantly, the transcriptional state of the underlying genes does not appear to be a defining factor, as PRE loops occur independently of whether the associated locus is active or repressed [13, 14]. Conversely, several lines of evidence suggest that the sequence content of PREs plays a major role. For instance, sequence homology between PREs has been shown to be important for long-range PRE interactions [53], and many genes associated with PRE loop anchors are paralogous—derived from gene duplications—or are functionally related [15, 16].

However, not all looping interactions can be explained by sequence homology alone. 

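In the reference genome, the 6-kb PRE1 and PRE2 regions of the *dac* locus are both rich in GA repeats and share only short stretches of sequence. Their centres lie 63415 bp apart on 2L. PRE1 lies in an intron of *CG5888* (FBgn0028523, reverse strand, 16400175 to 16448469), overlaps 0 of its exons and is 13557 bp from the nearest annotated start of a *CG5888* transcript. Of the 2 annotated transcripts of *CG5888*, 1 spans PRE1. The 6-kb PRE2 region overlaps *dac* and *Nepl8*. GAGAG, with overlapping copies each counted, occurs 23 times on both strands in PRE1 (3.83 per kb) and 21 times in PRE2 (3.50 per kb). The best local alignment of both regions had a score of 43 over 46 columns, 80.4% of them identical, and joined 16423631 to 16423676 in PRE1 with 16486596 to 16486639 in PRE2. Of 1000 shuffles of the bases of PRE2, each aligned with the unchanged PRE1, 0 reached the score of 43, with a maximum of 42. When the shuffles kept the dinucleotides, 4 did. The longest word in common had 16 bases (GACAATTGTTTTGGCA). Between PRE1 and 200 shuffles of PRE2 that kept the dinucleotides, the longest word had a median of 13 and a maximum of 18 bases. A search of PRE1 against PRE2 with blastn gave 20 hits with an E-value up to 10, of which 1 was under 0.01, the best at 0.000711. This best hit joined the same stretches as the alignment and so also lies outside the removed region.

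**Figure D2:**
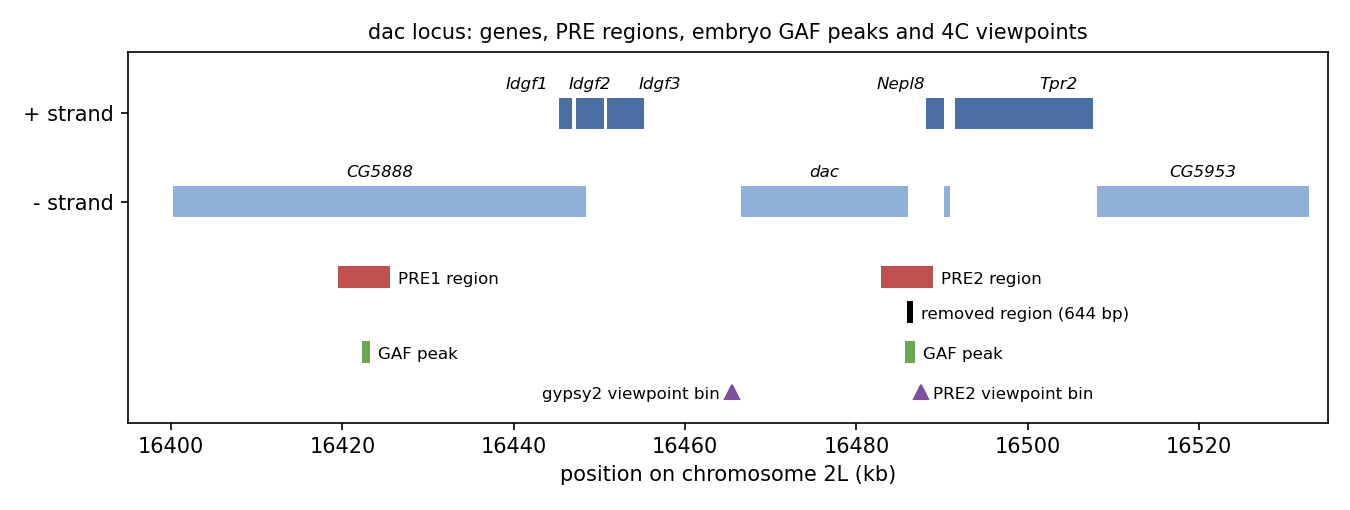
Map of the *dac* locus on 2L (x axis, position in kb). Bars show genes by strand, the 6-kb PRE1 and PRE2 regions, the removed 644-bp region and the embryo GAF peaks inside the regions. Triangles show the bins with the 4C-seq viewpoints. PRE1 lies inside *CG5888* and the removed region at the 5′ end of *dac*.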

The PRE loop at the *dac* locus, for example, occurs between two nonhomologous sequences associated with unrelated genes (*dac* and *CG5888*). Moreover, the *D. virilis* ortholog of PRE2 can robustly rescue PRE2 function and restore looping with PRE1 at the *dac* locus, although no significant sequence similarity is found when blasting the two orthologous sequences. Finally, prior work has shown that while Polycomb domains, PRC1 binding and TF binding are a well conserved feature of the genome across *Drosophila* species, the underlying PRE DNA sequences evolve rapidly [43]. These findings suggest that it is not primary sequence similarity *per se*, but rather a specific combinatorial TF binding pattern that could form a code in order to ensure PRE compatibility.

Thus, the specificity of PRE loops can be explained by two mutually nonexclusive hypotheses: first, looping may depend on reaching a threshold number of looping factors bound at both PRE anchors, such that PREs capable of looping have accumulated sufficient total binding. Supporting this idea, we observed a positive correlation between GAF binding strength and PRE looping efficiency. Additionally, PREs might contain different combinations of binding sites for TFs, in particular those containing POZ domains [68], and those with the closest match interact with one another to form a specific regulatory loop. Our PRE replacement results are in favor of this hypothesis, as replacing a PRE with a homologous sequence is significantly more efficient in mediating looping interactions compared to unrelated PRE sequences, even when they all recruit high levels of looping factors. This is consistent with the idea that combinations of TFs may help guide PRE–PRE recognition and chromatin looping.

In conclusion, our study clarifies the importance of GAF in PRE looping and reveals that, contrary to prior assumptions, PH is dispensable for local PRE loops. Our findings are consistent with the idea that combinations of TFs may contribute to PRE loop specificity. Given the fact that replacing the *dac* PRE2 with heterologous PREs generally does not fully rescue the *dac* phenotype observed upon deletion of *dac* PRE2, we hypothesize that PRE specificity does play an important regulatory role in the genome, which might in part depend on their ability to set up higher-order 3D chromatin interactions. Future work will be required to decode this combinatorial molecular logic governing PRE looping specificity.

## Supplementary Material

gkag512_Supplemental_Files

## Data Availability

All sequencing data are available at GEO under the series: GSE247377 (CUT&RUN); GSE310299 (Micro-C); GSE310296 (Hi-C). All original codes were deposited on GitHub (https://github.com/cavallifly/Sabaris_et_al_2025) and Zenodo at https://zenodo.org/records/20037311 and are publicly available as of the date of publication. Any additional information required to reanalyze the data reported in this paper is available from the corresponding author upon request. Fly lines are available on request.

# Supplementary material for: Looping specificity of Polycomb response elements requires GAF and a combination of looping factors that could form a code
**Source:** Nucleic Acids Res. 2026 May 28;54(10):gkag512. doi: 10.1093/nar/gkag512
**Supplement:** gkag512_Supplemental_Files

## Supplementary Figure S1

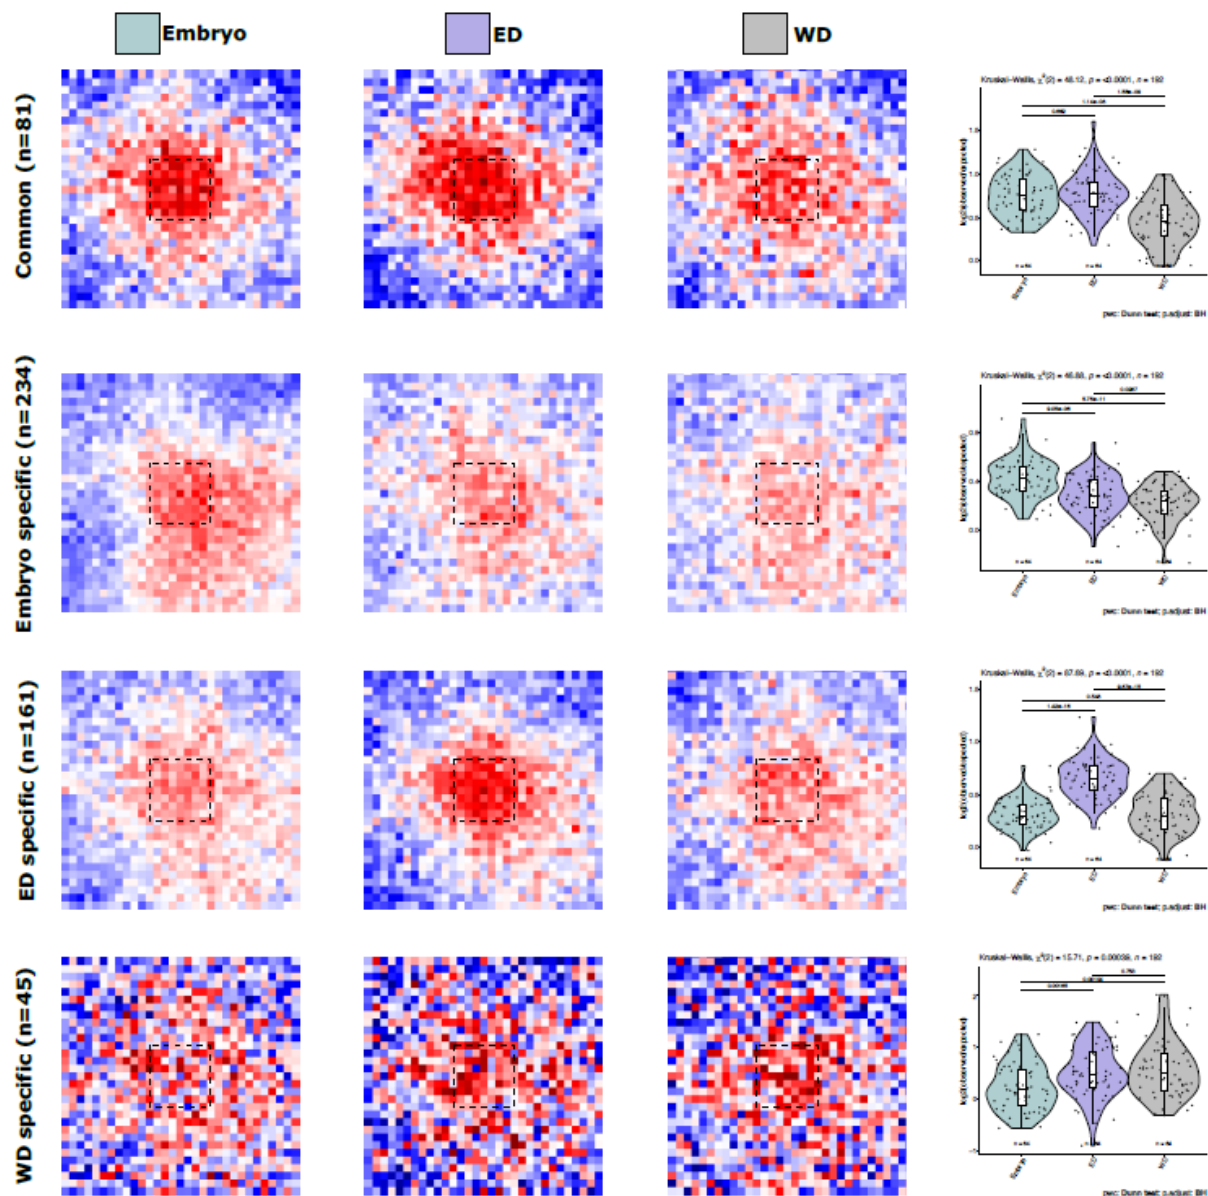

### Supplementary Fig. S1: Stability of chromatin looping during *Drosophila* development

Aggregate Micro-C map at 250 bp resolutions centered at loops called in all developmental stages (common, Row 1) or condition-specific loops (Rows 2-4). Loops are called in embryos, eye imaginal discs (ED) and wing imaginal discs (WD) (see **Supplementary Table S1** and **Material and Methods**).

Violin plot on the right shows the quantification of the signal in the central 8x8 square of the aggregate Micro-C maps. Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn's post-hoc pairwise test with Benjamini–Hochberg correction. Boxplots show median (central line), Q1=25th and Q3=75th percentiles (box limits), and Q1+1.5xIQR to Q3+1.5xIQR (whiskers), where IQR is the interquartile range.

# Supplementary Figure S2

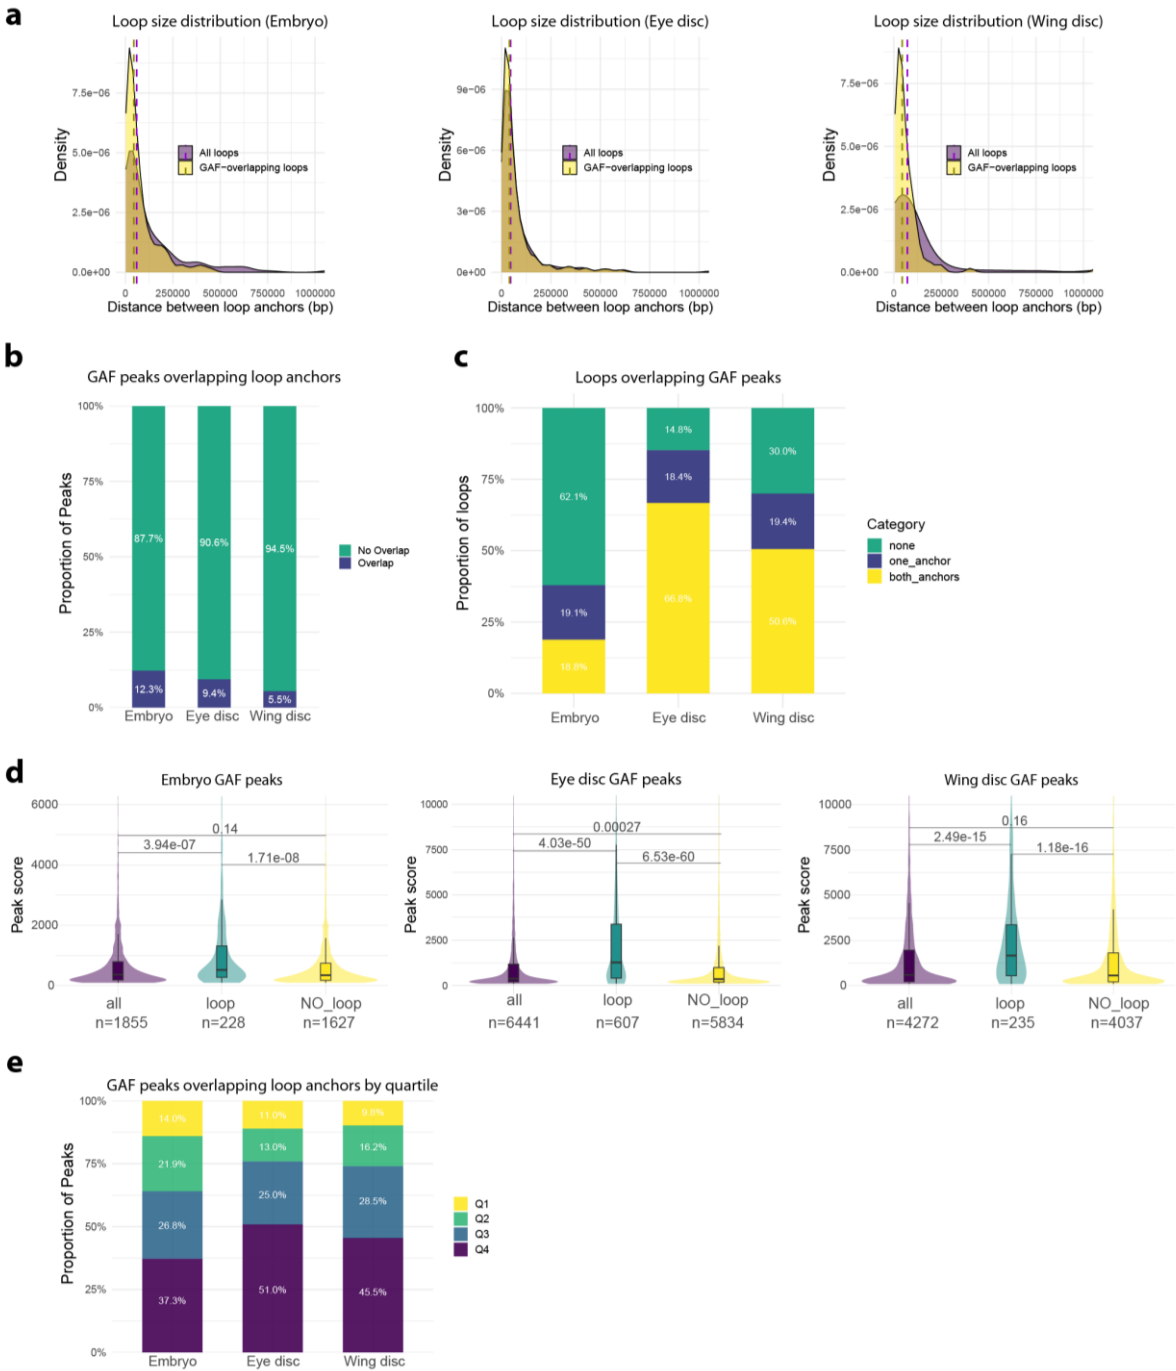

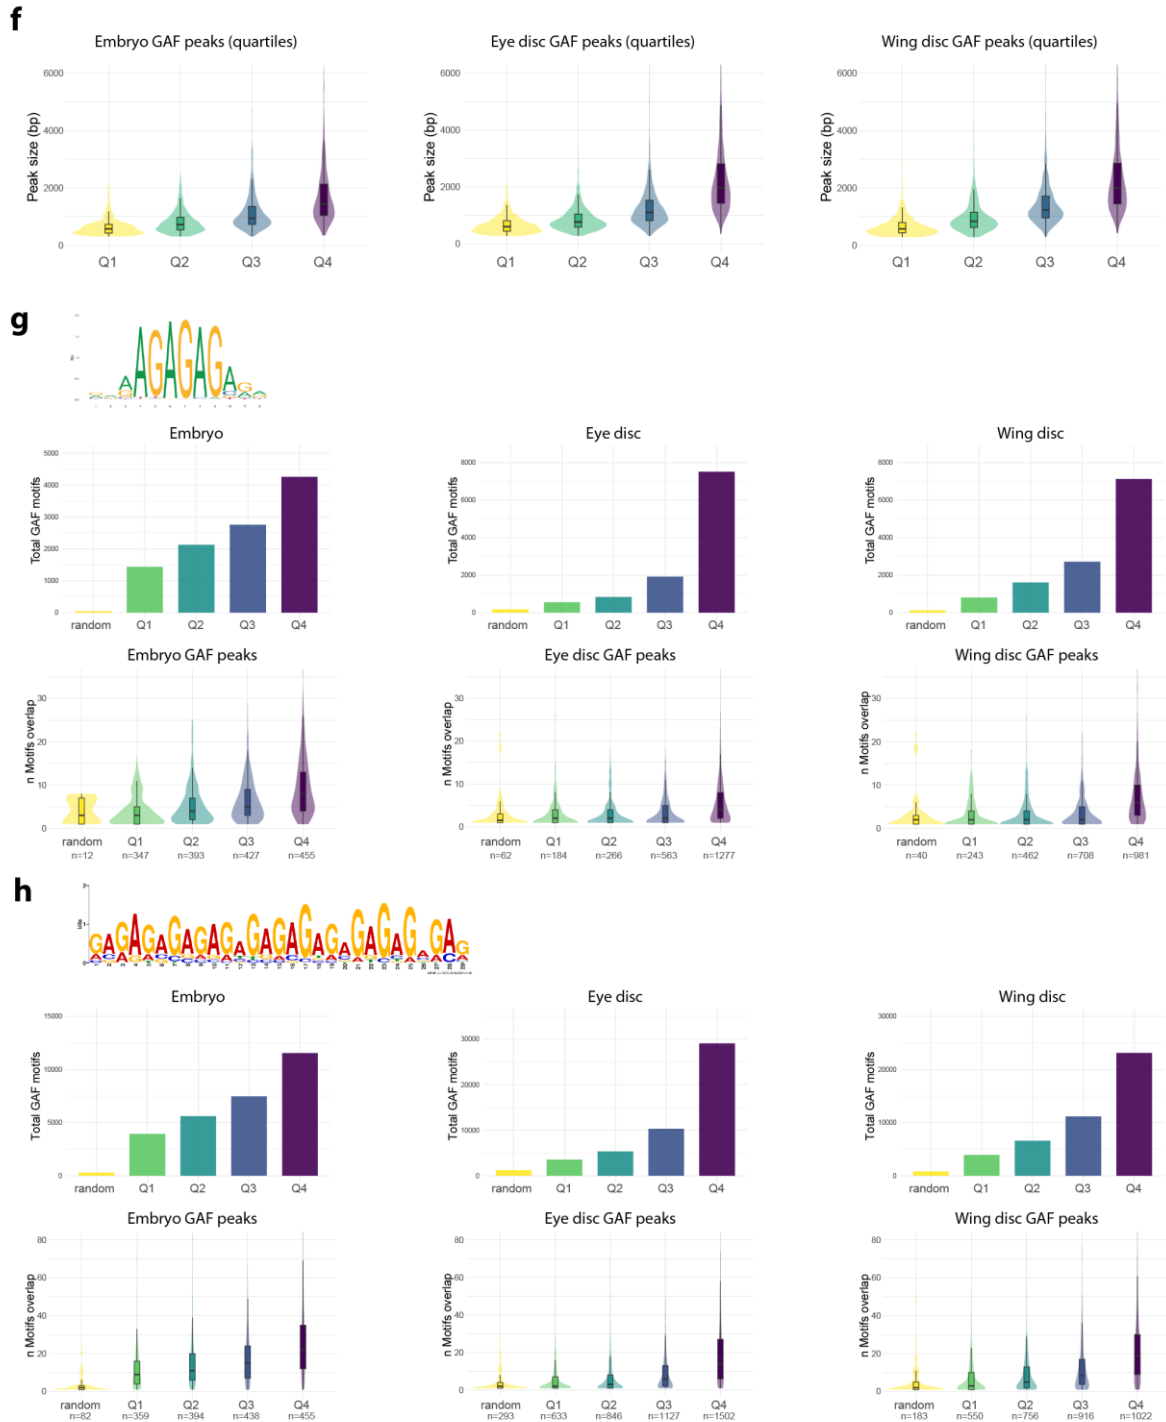

**Supplementary Fig. S2: Characterization of GAF peaks that form chromatin looping**

(a) Histograms showing the distribution of distances between loop anchors for all loops and for GAF-overlapping loops (at least one anchor bound by GAF) in embryos and larval eye or wing imaginal discs. (b) Percentages of GAF peaks that overlap with loop anchors in embryos and larval eye or wing imaginal discs. (c) Percentages of loops that either overlap, in at least one anchor or both anchors, or do not overlap with GAF peaks in embryos and larval eye or wing imaginal discs. (d) Violin plots showing MACS3 peak score distributions for all GAF peaks (all), in peaks that overlap with loop anchors (loop) and in peaks that do not loop (NO\_loop), in embryos and larval eye or wing imaginal discs. Statistical significance of median differences was assessed using Dunn's test with Benjamini-Hochberg correction. (e) Proportion of GAF peaks overlapping with loop anchors, ranked by MACS3 peak score quartiles in embryos and larval eye or wing imaginal discs. (f) Violin plots showing the distribution of peak sizes across GAF peak quartiles in embryos and larval eye or wing imaginal discs. (g-h) Total number (top) and number of motif-matches per peak (bottom) using either the canonical GAF motif (MA0205.2) (g) or the GA29 MEME-1 motif (h) in random peaks and GAF peak quartiles from embryos and larval eye or wing imaginal discs.

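Embryo GAF peaks with a higher MACS3 score were wider. The median width rose over the score quartiles, from 574 bp in the quartile with the lowest scores (quartile range 431 to 732 bp, 469 peaks) to 724 bp in the second (538 to 980 bp, 461 peaks), 947 bp in the third (732 to 1358 bp, 461 peaks) and 1448 bp in the quartile with the highest scores (1045 to 2134 bp, 464 peaks). Across the 1855 peaks of Supplementary Table S1, width and score had a Spearman's rho of 0.645 and a Pearson's r of 0.540. Each had p = 1e-05 in a two-sided permutation test with 100000 resamples, the smallest p that this number of resamples can give. Peaks are not independent replicates, and the number of libraries behind each peak is not tested here. GAF peaks lie in both PREs of *dac*. The PRE1 peak spans 16422318 to 16423215 on 2L, is 898 bp wide and has a score of 278, in the second quartile (percentile 39.2). At PRE2 the peak spans 16485734 to 16486830, is 1097 bp wide and has a score of 815, in the highest quartile (percentile 75.7).

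**Figure D3:**
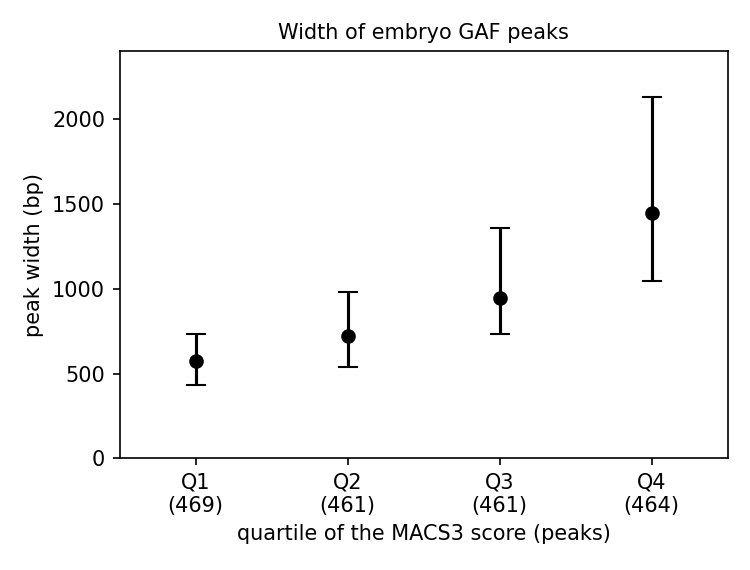
Width of embryo GAF peaks in bp (y axis) by quartile of the MACS3 score (x axis, number of peaks in parentheses). Points are medians and bars run from the 25th to the 75th percentile of the peaks. The median rises from 574 to 1448 bp.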

## Supplementary Figure S3

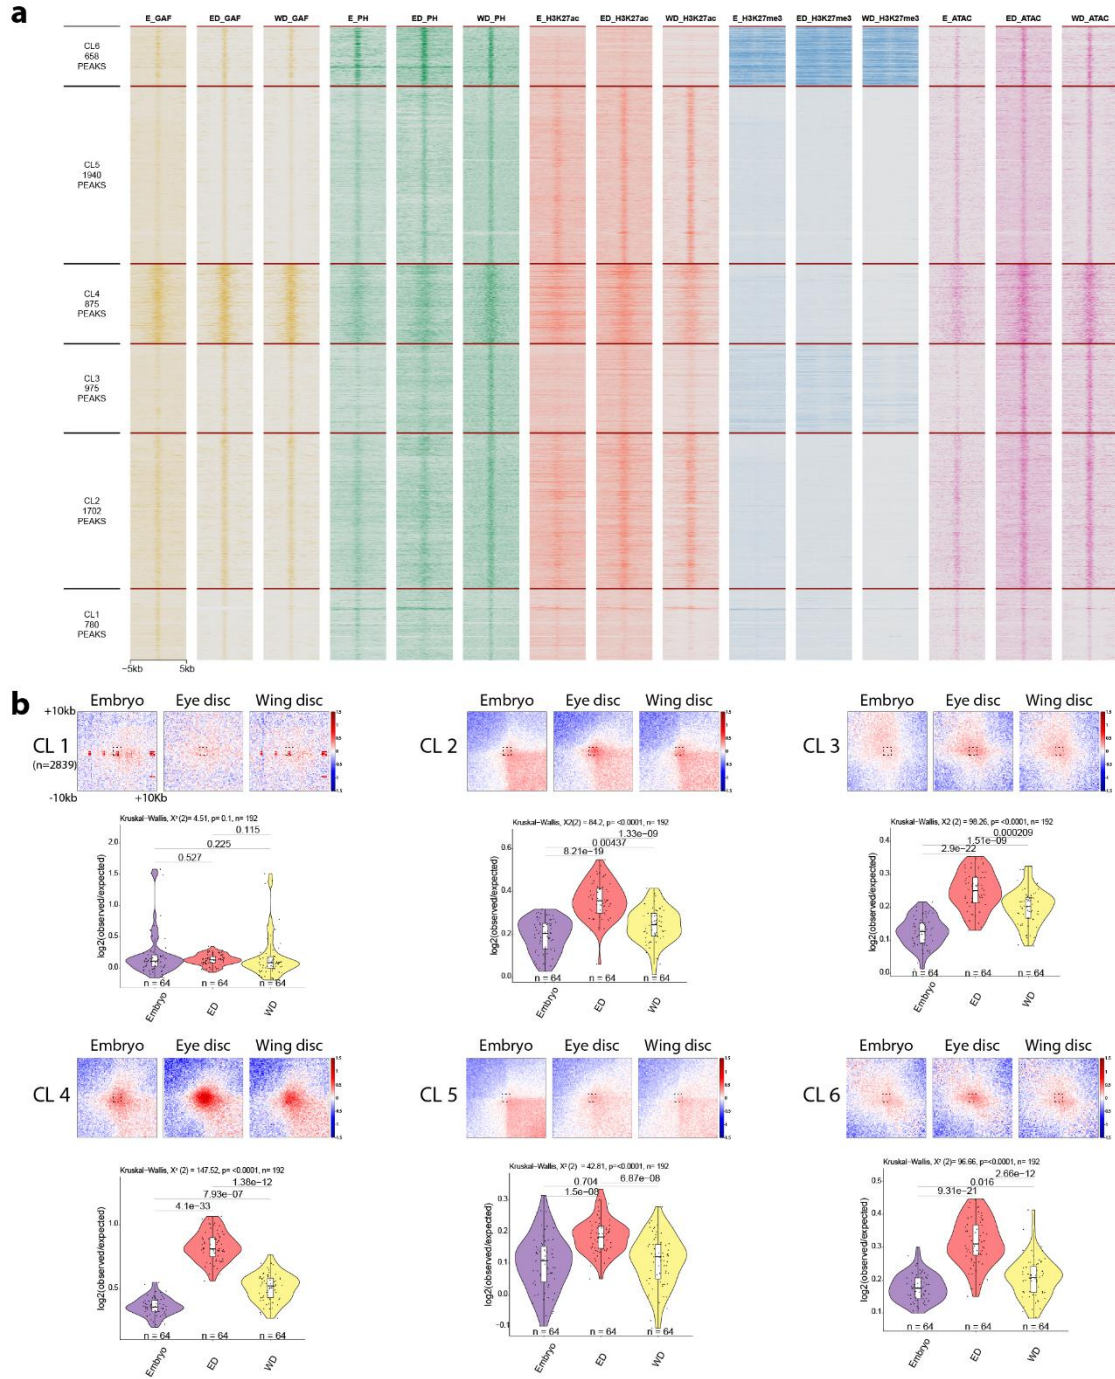

**Supplementary Fig. S3: GAF binding dynamics correlate with chromatin looping**

**(a)** Heatmap showing the *k*-means clustering of GAF, PH, H3K27ac, H3K27me3, and ATAC-seq coverage around all merged GAF peaks from embryos and larval eye and wing imaginal discs (E: embryo; ED: eye disc; WD: wing disc). **(b)** Aggregate Micro-C map in embryos and larval eye and wing imaginal discs at 250 bp resolution centered at GAF peaks clustered as in panel **(a)** at distance separation between 10 and 500 kb and quantification of the signal in the central 8x8 square. Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s post-hoc pairwise test with Benjamini–Hochberg correction. Boxplots show median (central line), Q1=25th and Q3=75th percentiles (box limits), and Q1+1.5×IQR to Q3+1.5×IQR (whiskers), where IQR is the interquartile range.

Supplementary Figure S4

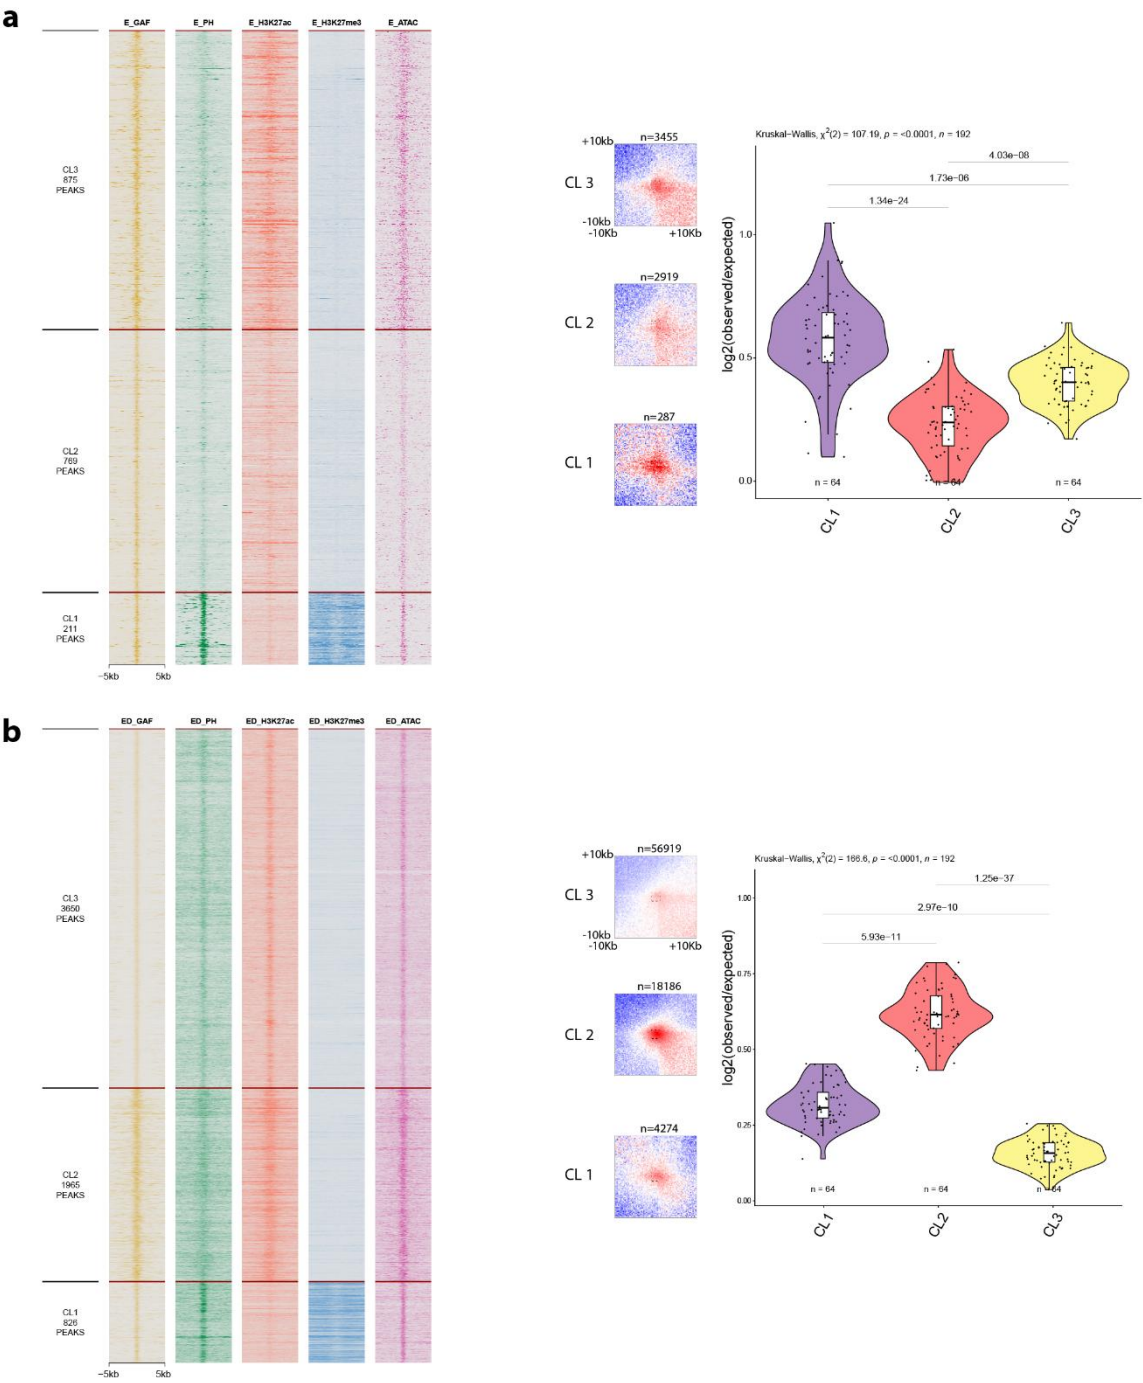

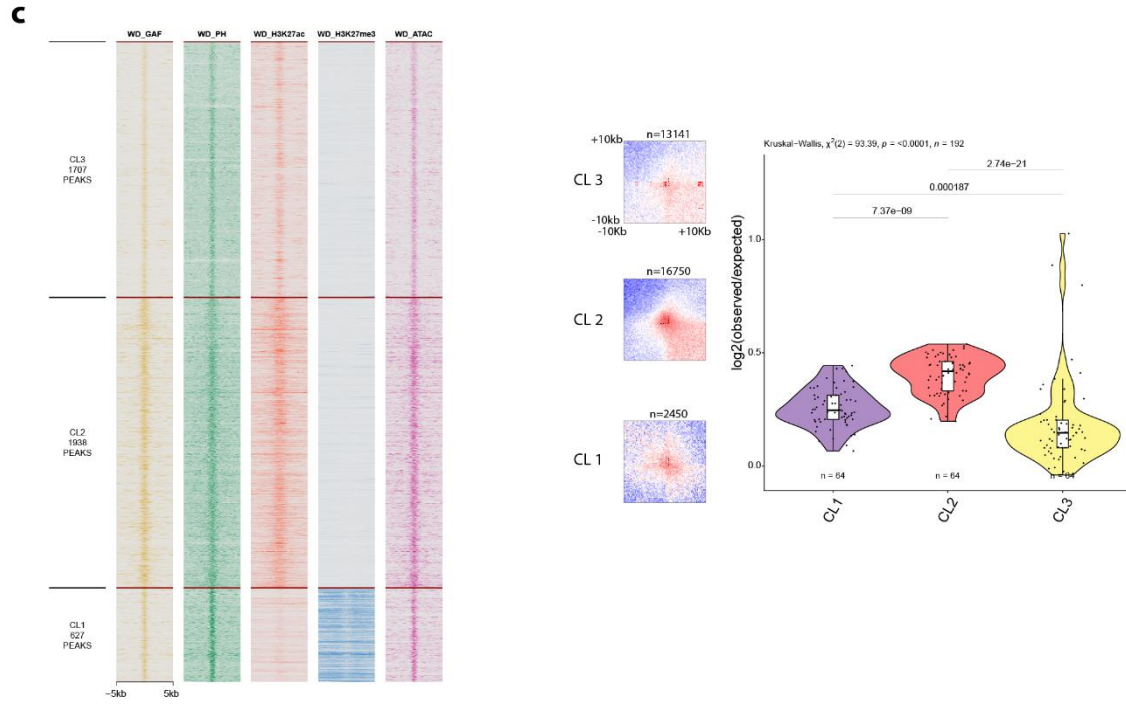

**Supplementary Fig. S4: PREs bound by GAF form strong loop interactions**

**(a-c)** Heatmaps showing *k*-means clustering of GAF, PH, H3K27ac, H3K27me3, and ATAC-seq coverage around GAF peaks in embryos **(a)** and larval eye **(b)** or wing imaginal discs **(c)**. Aggregate Micro-C map at 250 bp resolution centered GAF peaks, which are clustered as in the corresponding left panels at distance separation between 10 and 500 kb and quantification of the signal in the central 8x8 square. Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s post-hoc pairwise test with Benjamini–Hochberg correction. Boxplots show median (central line), Q1=25th and Q3=75th percentiles (box limits), and Q1+1.5×IQR to Q3+1.5×IQR (whiskers), where IQR is the interquartile range.

## Supplementary Figure S5

**a**

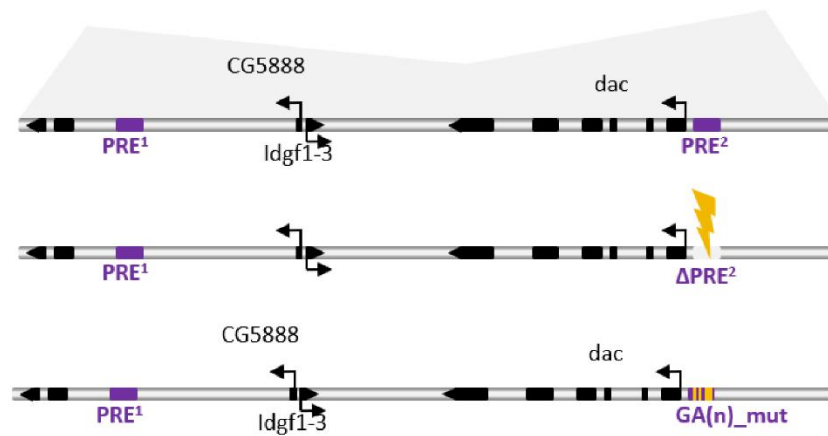

**b**

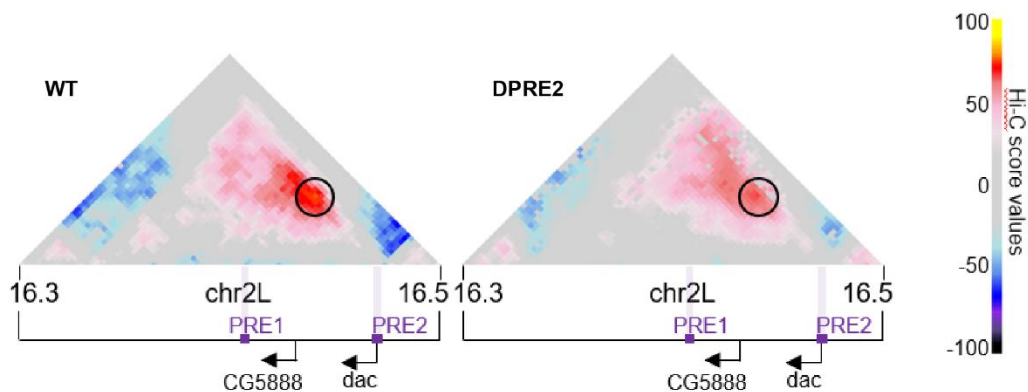

**c**

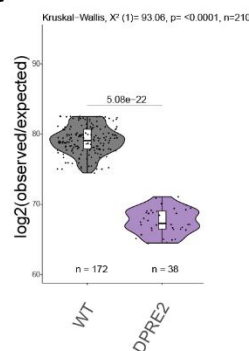

**d**

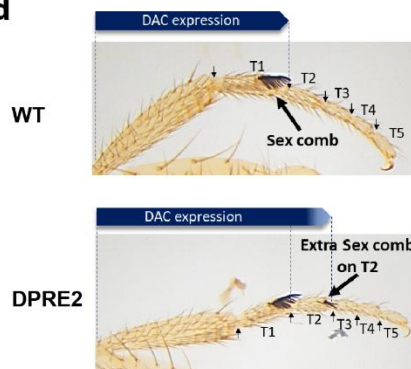

### Supplementary Fig. S5: Mutation of PRE2 sequence results in loss of PRE looping

**(a)** Schematic representation of the *dac* gene locus and mutated PRE2 lines. **(b)** Hi-C score (Material and Methods) maps of a 200 kb region at 3 kb resolution on chromosome 2L at *dac* gene locus in imaginal discs in WT or PRE2 deletion (DPRE2) flies. Black circle indicates the position of the *dac* PRE loop. Violet bars indicate position of PREs. Black arrows indicate promoters of the *dac* and the *CG5888* genes. **(c)** Quantification of the *dac* PRE loop interaction scores. Hi-C interaction score in WT and DPRE2 flies. The number of points per distribution is reported (Material and Methods). Boxplots show median (central line), Q1=25th and Q3=75th percentiles (box limits), and Q1+1.5xIQR to Q3+1.5xIQR (whiskers), where IQR is the interquartile range. Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s post-hoc pairwise test with Benjamini–Hochberg correction on all the sample considered together as in **Supplementary Fig. S9f**. **(d)** An example of the gain of function phenotype resulting from *dac* overexpression upon PRE2 deletion in the second tarsal segment (Picture adapted from (12)).

## Supplementary Figure S6

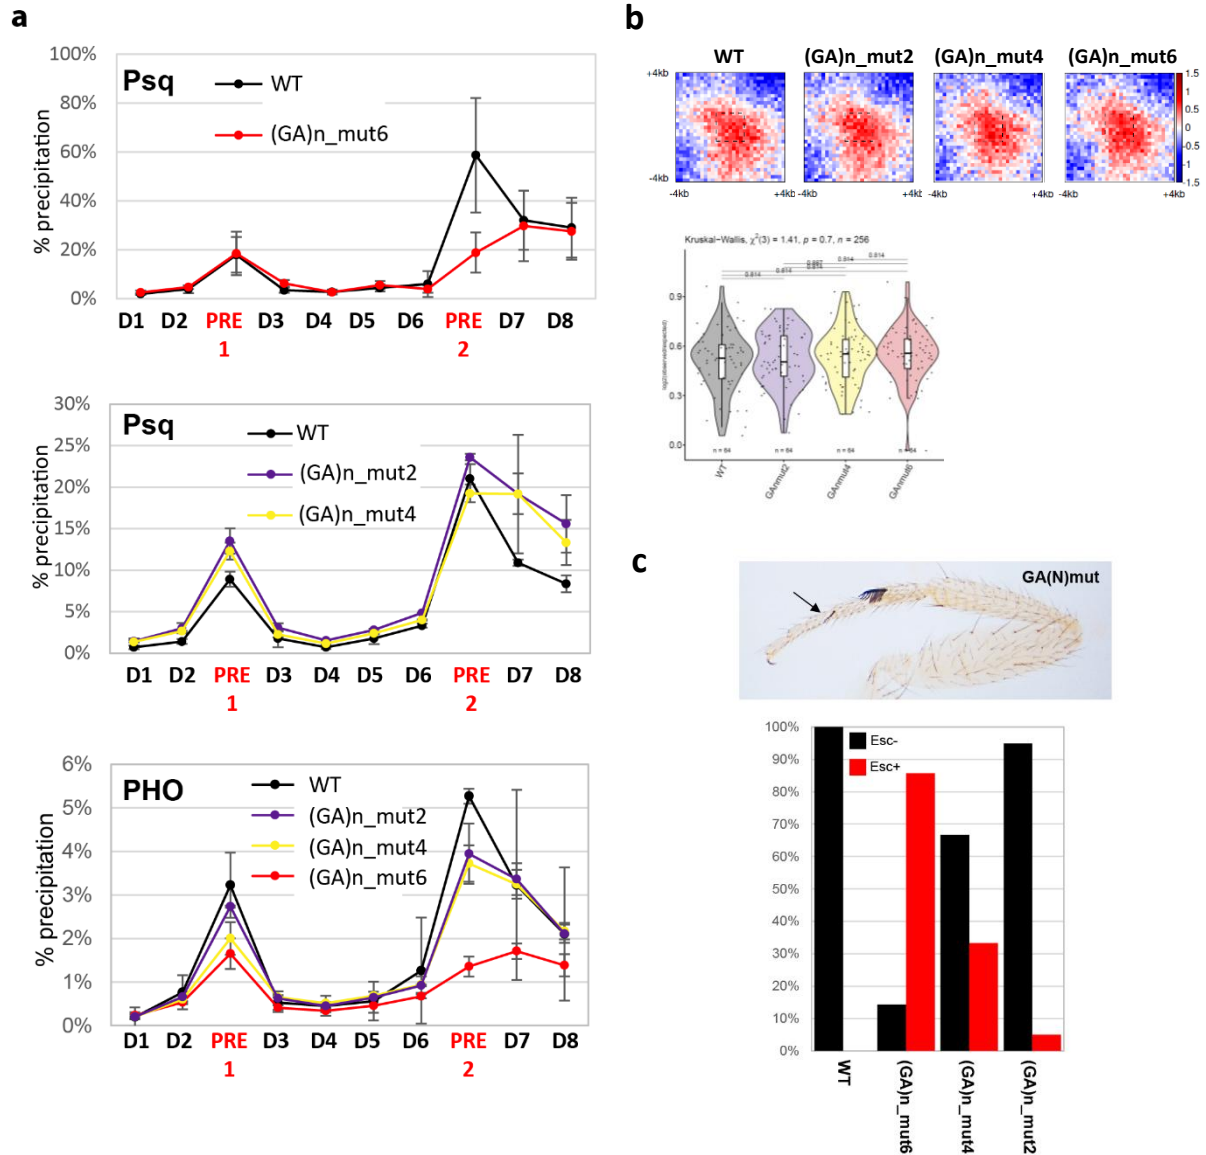

**Supplementary Fig. S6: Consequences of mutating different numbers of GAGA motifs on TF binding**

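The oligonucleotides listed in Supplementary Table S2 for the (GA)*n* mutations change the runs of GA at 4 places of PRE2. Each was placed on the dm6 genome, and substitutions are given with the reference base first, the position counted from 1 at the 5′ end of the oligonucleotide, and the base of the oligonucleotide. GAGA1_mut starts at 16486085 on 2L and carries G19C, G21C and A22T. GAGA2_mut starts at 16486292 and has 10 substitutions (C19G, C21G, T22A, T24C, C25T, T26G, C27T, T28G, C29A and T30C). GAGA3_mut starts at 16486366 and has 8, which are C19G, C21G, T22A, T24C, C25T, T26G, C27A and T28C. GAGA4_mut starts at 16486430 and has 6, namely C17G, C19G, T22G, C23T, T24G and C25A. All 4 oligonucleotides read along the forward strand and lie inside the removed region of PRE2. In the reference, their stretches hold 1, 4, 3 and 3 copies of GAGAG on both strands, in this order, with overlapping copies each counted. The oligonucleotides hold 0 each. For the shorter word GAGA, the stretch of GAGA4_mut keeps 2 of 5 copies and the others keep 0.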

**(a)** qChIP experiments using PSQ and PHO antibodies in WT, (GA)*n*\_mut2, (GA)*n*\_mut4 and (GA)*n*\_mut6 fly lines. 

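The amplicons sample both ends of the *dac* PRE loop and the chromatin between them. Their places follow from the primer pairs of Supplementary Table S2, which each matched 1 site in the dm6 genome with all bases. On 2L, D1 (16405766 to 16405929, 164 bp) lies in *CG5888* outside PRE1. D2 (16420726 to 16420889, 164 bp) and PRE 1 (16422975 to 16423109, 135 bp) lie in the PRE1 region, also in *CG5888*. D3 (16458220 to 16458407, 188 bp) overlaps no annotated gene, and D4 (16467382 to 16467556, 175 bp) lies in *dac*. D5 (16483003 to 16483241, 239 bp) and D6 (16485472 to 16485584, 113 bp) lie in *dac* within the PRE2 region. PRE 2 (16486192 to 16486382, 191 bp) is the amplicon inside the stretch removed in the PRE2 mutants. D7 (16486782 to 16486926, 145 bp) and D8 (16487107 to 16487303, 197 bp) lie in the PRE2 region beyond that stretch and overlap no annotated gene.

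**Figure D4:**
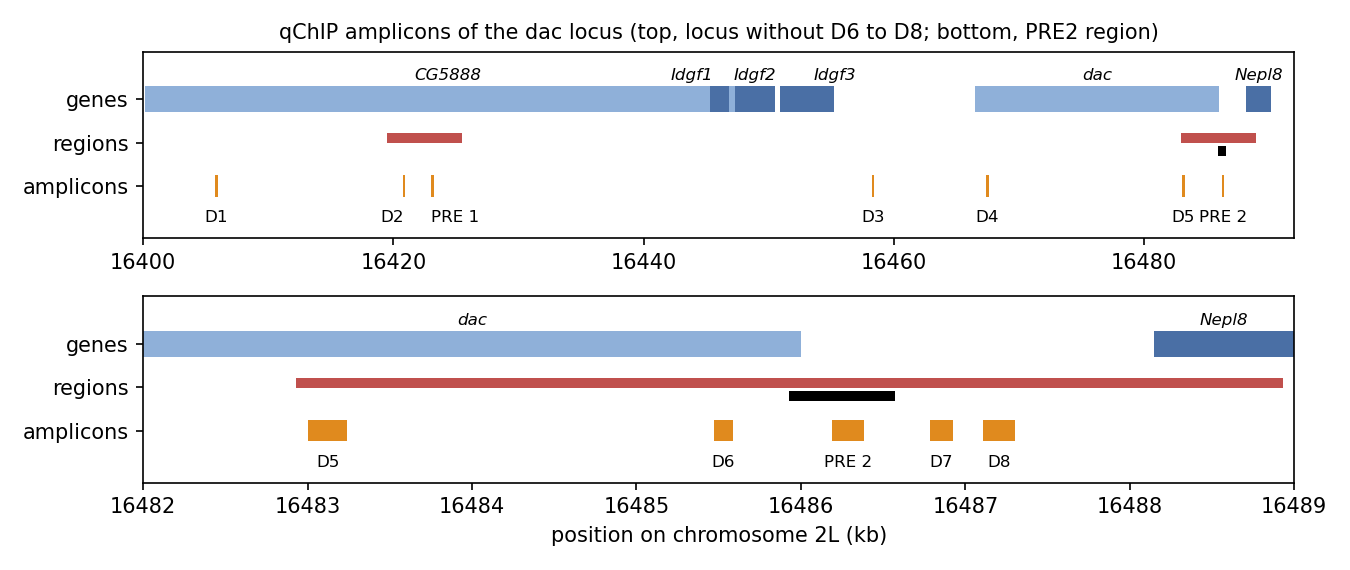
Positions of the qChIP amplicons on 2L in kb (x axis), drawn to scale. The top panel shows the locus without D6 to D8 and the bottom panel the PRE2 region. Blue bars are genes, red bars the 6-kb PRE1 and PRE2 regions, the black bar the removed 644-bp region and orange bars the amplicons. PRE 2 is the amplicon that lies inside the black bar.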

D1-D8, and PRE1, 2 indicate PCR amplicons used for qChIP experiments along the *dac* gene locus (Supplementary Table S2). The housekeeping gene *Rp49* was used as negative control, the *engrailed* PRE as a positive control. Data are presented as the mean values  $\pm$  s.d (error bars) of two independent replicates. **(b)** Aggregate Micro-C map at 250 bp resolutions centered at all loops called in *Drosophila* embryos (see Supplementary Table S1). Violin plot shows the quantification of the signal in the central 8x8 square of the aggregate Micro-C maps. Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s post-hoc pairwise test with Benjamini–Hochberg correction. **(c)** Quantification of the extra sex comb (ESC) phenotype in the indicated fly lines grown at 28°C. A minimum of 50 male flies was scored. Above a representative example of a mutant phenotype leg is shown.

## Supplementary Figure S7

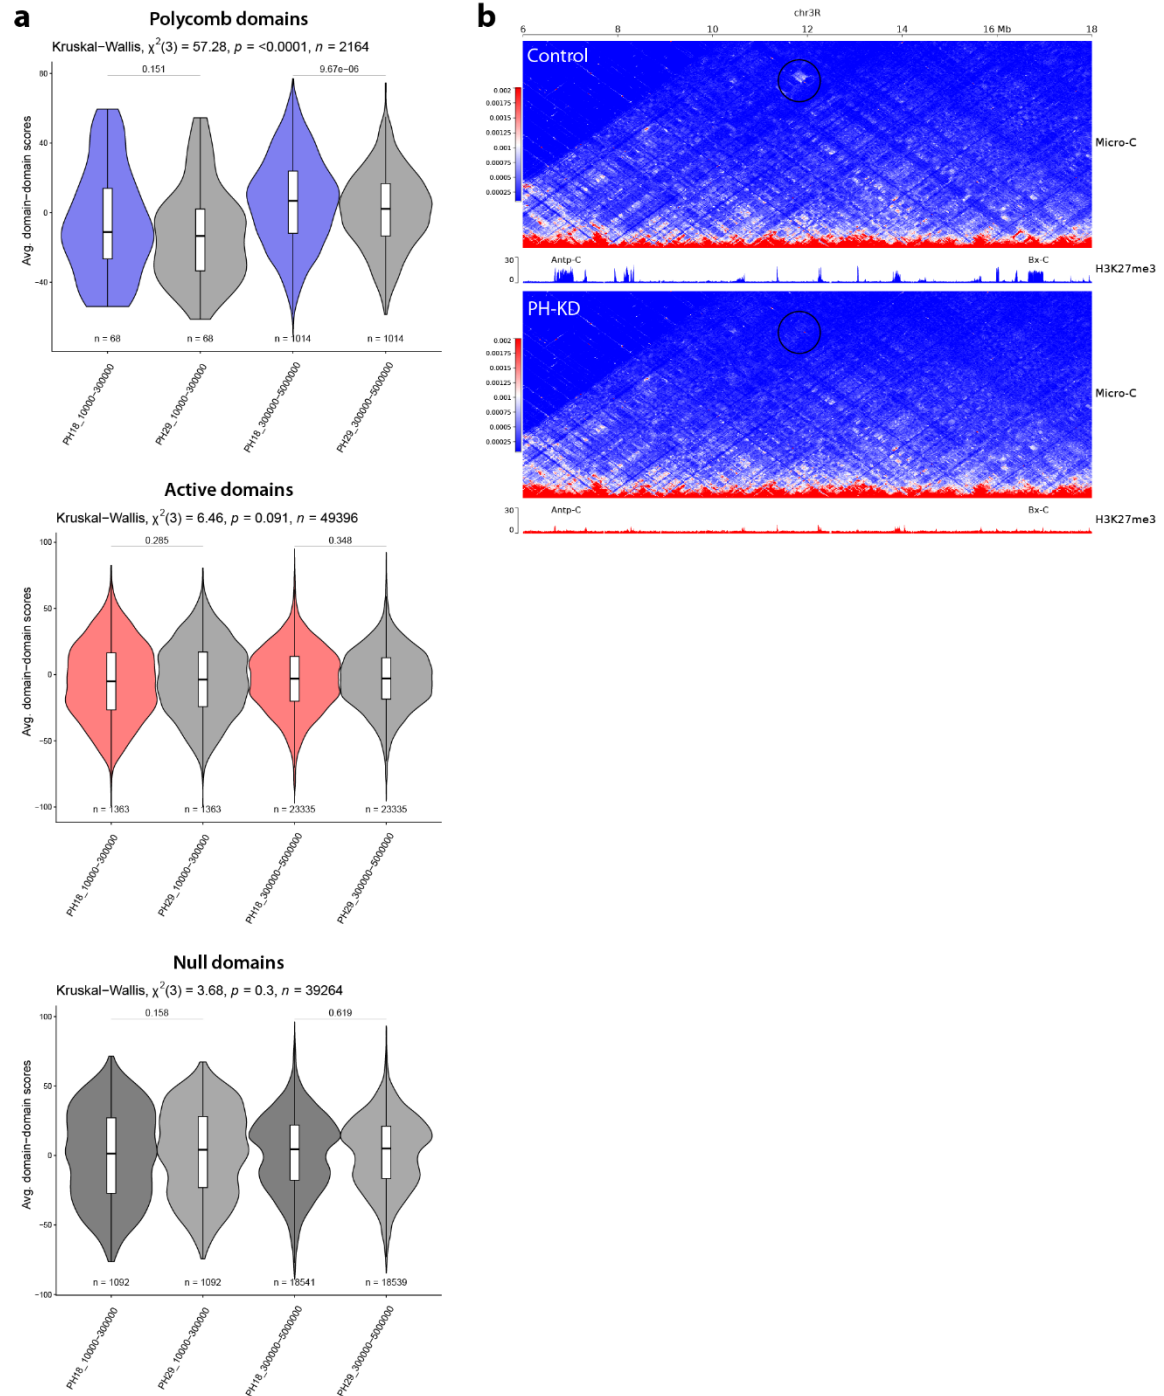

**Supplementary Fig. S7: Loss of PH function specifically affects Polycomb domain interactions.**

(a) Violin plot shows the quantification of the average score between PcG (*top*), Active (*middle*), and Null (*bottom*) domains identified using ChromHMM (<https://ernstlab.github.io/ChromHMM/>) (45) at 20 kb resolution from ATAC-seq, H2AK118Ub, H3K27ac, and H3K27me3 signals in eye disc Control samples. Specifically, PcG domains are enriched in H3K27me3, H2AK118Ub, and ATAC-seq signals, Active domains in H3K27ac and ATAC-seq signals, and Null ones in none of the analyzed marks. Inter-domain scores are classified in shorter (from 10 to 300 kb) and longer-range (from 300 kb to 5 Mb) of genomic separation. Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s post-hoc pairwise test with Benjamini–Hochberg correction. Boxplots show median (central line), Q1=25th and Q3=75th percentiles (box limits), and Q1+1.5×IQR to Q3+1.5×IQR (whiskers), where IQR is the interquartile range. (b) Micro-C contact maps in control eye discs (*top*) or upon loss of PH function (PH-KD, *bottom*) showing the loss of long-range contacts between the Antp-C and the Bx-C (black circle).

## Supplementary Figure S8

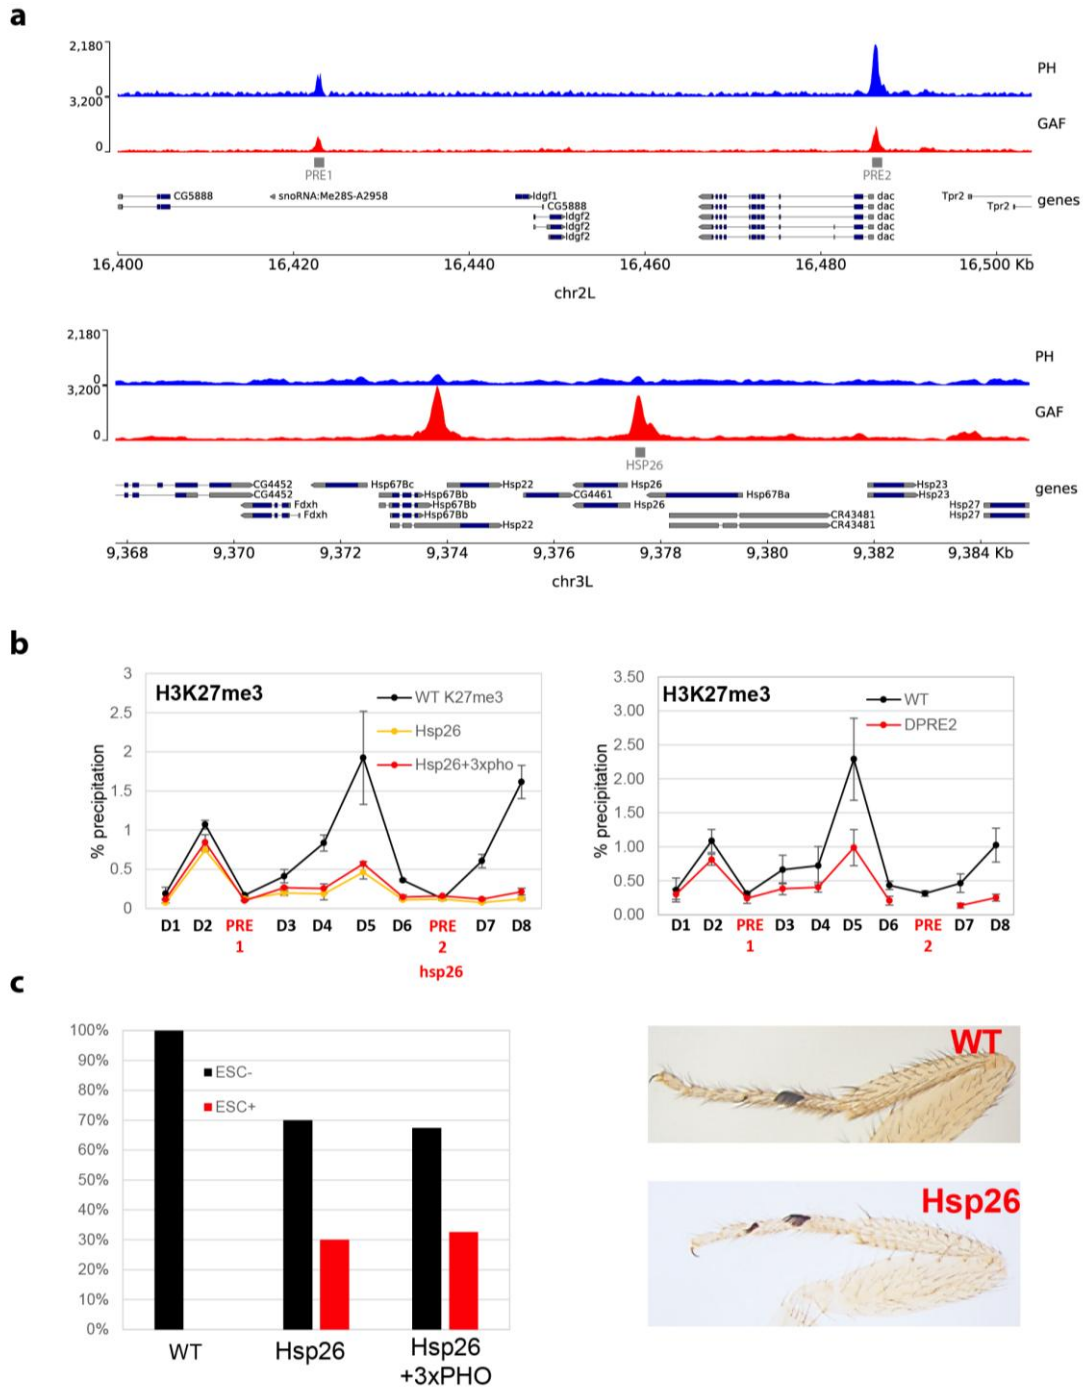

**Supplementary Fig. S8: Hsp26 sequences do not recruit PcG proteins in the context of a PcG domain**

(a) CUT&RUN PH and GAF profiles at the *dac* gene locus on chromosome 2L (top), or the *hsp26* gene locus on chromosome 3L (bottom). (b) qChIP experiments using H3K27me3 antibody in WT, Hsp26, and Hsp26+3xPHO fly lines (left), or DPRE2 line (right). D1-D8, and PRE1, 2 indicate PCR amplicons used for qChIP experiments along the *dac* gene locus (Supplementary Table S2). The housekeeping gene *Rp49* was used as negative control, the *engrailed* PRE as a positive control. Data are presented as the mean values  $\pm$  s.d (error bars) of two independent replicates. (c) Quantification of the extra sex comb (ESC) phenotype in the indicated fly lines grown at 28°C. A minimum of 50 male flies were scored (left). Representative examples of a WT and ESC phenotype leg are shown (right).

## Supplementary Figure S9

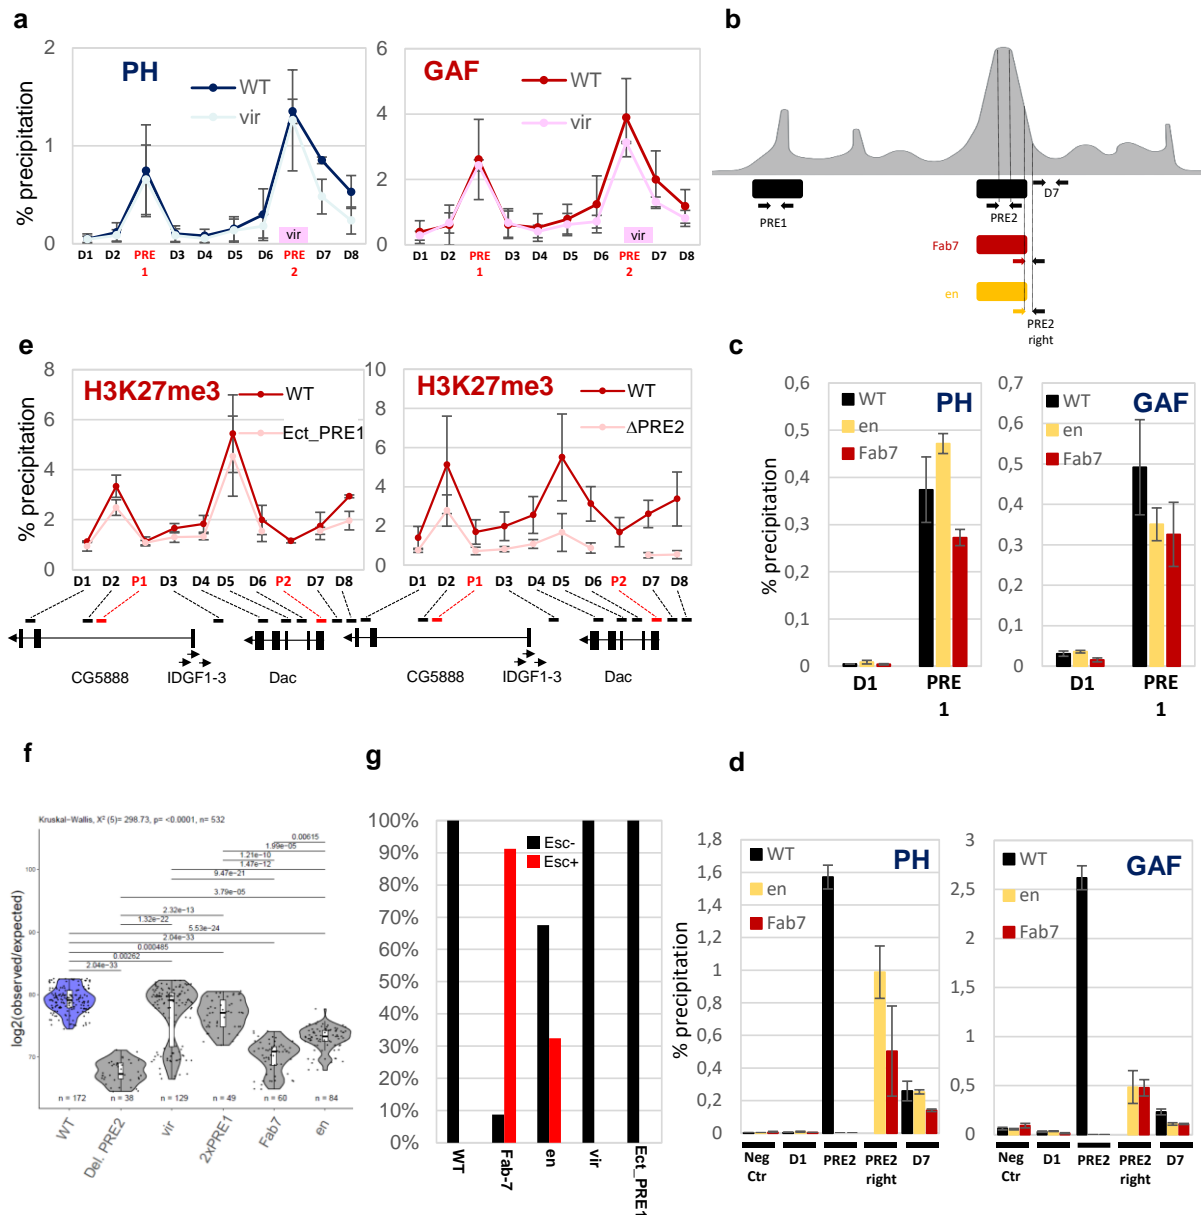

**Supplementary Fig. S9: The orthologous PRE sequence from *D. virilis* recruits GAF and PH proteins in *D. melanogaster***

(a) qChIP experiments using PH or GAF antibodies in WT flies or PRE-mutant flies where *dac* PRE2 has been replaced by the orthologous sequence from *D. virilis* (vir). D1-D8, and PRE1, 2 indicate PCR amplicons used for qChIP experiments along the *dac* gene locus in panels (a) and (e) (Supplementary Table S2). The housekeeping gene *Rp49* was used as negative control, the *engrailed* PRE as a positive control. Data are presented as the mean values  $\pm$  s.d (error bars) of two independent replicates. (b) Schematic representation of the location of primer pairs used to study PH and GAF binding to ectopically inserted PREs (c), (d) qChIP experiments using PH or GAF antibodies in WT flies or PRE-mutant flies where *dac* PRE2 has been replaced by the *engrailed* (en) PRE or the Fab-7 PRE. Data are presented as the mean values  $\pm$  s.d (error bars) of two independent replicates. (e) qChIP experiments using H3K27me3 antibody in WT flies or PRE-mutant flies where *dac* PRE2 has been replaced by PRE1 (Ect\_PRE1) or deleted ( $\Delta$ PRE2). (f) Hi-C interaction score at the *dac* PRE in WT,  $\Delta$ PRE2, and mutant PRE lines, where the *dac* PRE2 has been replaced by the indicated PREs (vir, ect\_PRE1, Fab-7 and en). The number of points per distribution is reported (Material and Methods). Boxplots show median (central line), Q1=25th and Q3=75th percentiles (box limits), and Q1+1.5xIQR to Q3+1.5xIQR (whiskers), where IQR is the interquartile range. Statistical comparisons were performed using the Kruskal–Wallis test followed by Dunn’s post-hoc pairwise test with Benjamini–Hochberg correction. (g) Quantification of the extra sex comb (ESC) phenotype in the indicated fly lines grown at 28°C. A minimum of 50 male flies were scored.

# Supplementary Figure S10

**a** Dmel vs Dvir dac PRE2 global alignment (Needleman-Wunsch)

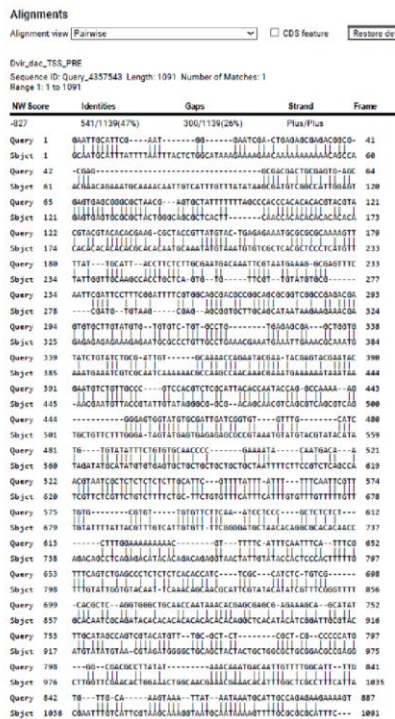

**Supplementary Table S1:** Sequencing statistics and processed data of the CUT&RUN, Micro-C and Hi-C samples generated for this work.

**Supplementary Table S2:** Primer sequences used for the generation of fly lines and qCHIP

How the deposited data were processed for this re-analysis (not part of the article)

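The 4C-seq libraries come from the series that the paper lists for its CUT&RUN data and were measured in embryos and in larval and pupal imaginal leg discs, from a viewpoint at PRE2 and from a viewpoint named gypsy2. The 24 libraries, 3 per group, give 48 columns in 6 tables, 1 table per stage and viewpoint. The authors deposited these tables as whole-number counts per bin of 1 kb, with 1 column per library. The values are not scaled to library size, and counts of 1000000 or more are written with 6 significant digits. The chromosome ends of the tables match dm6. The sources used here do not give the aligner, the filter on fragments or the handling of duplicates, and the library protocol is cited, not described. The counts come from reads without molecular identifiers, so that the spread between libraries was used as error in place of counting intervals. The total count of each library is given where the experiment is introduced.

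Conditions were taken from the sample labels. In embryos, the libraries titled WT 4 to 6 have a genotype field that names a gypsy insertion. They were kept as a group of their own, and the WT group of embryos holds libraries 1 to 3. The embryo WT columns are numbered 1, 3, 4, 5, 6 and 7. They were joined to the libraries by the numbers in the sample descriptions, which are the same, and not by those in the titles, which run from 1 to 6. Read by title, columns 3 to 6 would be other libraries, and all embryo values with WT rest on this choice. The embryo gypsy1 libraries are known as a group, without labels that match a single column, and are called A, B and C. The comparisons, their tests, the alternatives and the rule for named items were fixed before the data were examined, except for those said below to be added.

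Contact of PRE1 was computed per library as log2 of the mean count per bin in a 6-kb region over that in 2 flanks of 12 kb, set 3 kb away from the region. The plan spoke of restriction fragments, and since the tables hold bins of 1 kb, bins took their place. Expected counts came from a log-log fit of windows of the same size 10 to 500 kb from the viewpoint, with 0.5 added to each count. A fit on the side of the region only, and 5 or 0.05 in place of 0.5, were added after the data were seen. The percentile of a region was taken among all windows of the same size 30 to 100 kb from the viewpoint, in steps of 1 kb. For PRE2 seen from the gypsy2 viewpoint, where the flanks would reach the viewpoint, log2 observed over expected was used, and the windows for its percentile began at 10 kb. Groups of one table were compared with a two-sided exact permutation test of the difference of means, which with 3 libraries against 3 cannot give a p under 0.10. Differences between stages in the effect of gypsy2 were tested by exchanging libraries between genotypes within each stage (400 arrangements), with Benjamini-Hochberg adjustment over 6 comparisons.

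Bins that differ in contact between groups were found with edgeR 4.0.16 (quasi-likelihood test, TMM) in R 4.3.3. Counts were summed in bins of 2 kb within 500 kb of the viewpoint on 2L, leaving out 5 kb on either side of the viewpoint and bins with a mean count under 10 per library. A bin was called at a Benjamini-Hochberg adjusted p under 0.05. Each count of bins was set against that of the 10 splits of the same 6 libraries into groups of 3. The alternatives were DESeq2 1.42.0, its size factors or total counts in place of TMM, bins of 1 and 5 kb, ranges of 200 kb and 1 Mb, an excluded zone of 10 kb, no filter or a minimum mean of 50, the replicate number as a block, other WT groups in embryos, and leaving out each library. Replicate numbers did not pair the gypsy2 libraries with WT, since the correlation between libraries of the same number was not above 0.1 throughout. The gypsy1 columns of the tables are numbered 1, 3 and 4 like those of the WT libraries 1 to 3. Deviations from the group mean in columns of the same number correlated at 0.16 to 0.40 from PRE2 and at 0.14 to 0.55 from the gypsy2 viewpoint, over 0.1 for every pair, so that these numbers were taken to pair the libraries and were used as a block, while the exact tests of gypsy1 stayed unpaired because 3 pairs are too few. The comparison of gypsy1 with WT, its pairing and block, the block against the WT libraries 4 to 6, and the balance of contact were added after the data were seen. The balance is log2 of the counts on the PRE1 side of a viewpoint over those at the same distances on the other side, from 22 to 122 kb for the PRE2 viewpoint and from 5 to 105 kb for the gypsy2 viewpoint.

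Embryo GAF peaks were taken from the paper's Supplementary Table S1, whose MACS3 score was used as it stands. The table for eye discs is truncated in the copy used and was left out, and the fold column has lost its decimals, so that it was not used as another score. Peak width was set against the score with permutation tests of 100000 resamples, and the score against distance-corrected contact from PRE2 for the 22 peaks 10 to 500 kb from the viewpoint on 2L. The contact of PRE2 with genes at least 1 Mb away was ranked for each gene, with 5 kb on either side, among 1000 random windows of the same length on the same chromosome. The median percentile of a list was set against 10000 random lists. These were as many percentiles drawn evenly and independently over the whole scale, not lists of windows. Genes that lie close together and the distance on 2L are thus not allowed for. The lists of genes, fixed before the data were examined, were Polycomb targets at loci that the paper names, textbook Polycomb targets, and housekeeping genes with Hsp26. The first holds *en*, *inv*, *ss*, *srp*, *NetA* and *NetB*, and for the HOX clusters, of which the paper names no gene in the text used here, *Ubx*, *abd-A*, *Abd-B*, *Antp*, *Scr* and *Dfd*. One symbol of the housekeeping list, RpII215, was not matched in the annotation.

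Sequences of PRE1 and PRE2 were read from the dm6 reference with the annotation of Ensembl release 115. GAGAG was counted on both strands, with overlapping copies each counted. The best local alignment was scored with match 2, mismatch -3, gap opening -5 and gap extension -2. It was set against 1000 shuffles of PRE2, and blastn 2.17.0 was run between the regions. Primers, guides and mutagenesis oligonucleotides of Supplementary Table S2 were placed by sequence. Shuffles that keep the dinucleotides, random windows outside the pericentromeric regions and lists without genes on 2L or without the genes of the HOX clusters were added after the data were seen.

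Named are the PRE1 and PRE2 regions with their GAF peaks, the genes the paper names at the *dac* locus, the genes of the lists, and in each gypsy2 comparison the 5 bins with the largest rise and the 5 with the largest fall among those called and changed the same way in every library. The test of bins was run on simulated data made from the libraries' own counts, with a single spread per comparison that all its bins share. Differences in spread between bins are left out. The shares called that follow thus do not give the power or the rate of false calls in the real libraries. With bins changed 4-fold, the test called 100% of them in embryos from either viewpoint, 82.6% (PRE2) and 69.6% (gypsy2) in larvae, and 34.5% and 35% in pupae. Of bins changed 2-fold it called 50% and 40% in embryos, 4.17% and 8.33% in larvae, and 0% and 3.57% in pupae. Of unchanged bins it called at most 0.235% in these 6 comparisons. The measure of PRE1 contact was run on counts simulated from a fixed curve of distance, with the same noise in every library and no values from the real libraries. There a planted difference of 1 on the log2 scale was measured as 0.98 ± 0.12 (SD, 50 simulations), and all 50 reached the smallest p. With no difference planted, 3 of 50 did. These values check the computation and do not give its power in the real libraries. Scripts ran under Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, Biopython 1.88 and matplotlib 3.10.9. Hi-C and CUT&RUN libraries of the same series and the paper's Micro-C and ChIP-seq data were not analysed here.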

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

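The tests of depth as the source of every bin called, of the balance of contact and of the sample labels were chosen after the results were seen, as were the comparison of gypsy1 with WT, its pairing, the stages compared with the distance fit, the fit on a single side and the balance itself. All results here come from 4C-seq libraries that the paper does not analyse, which is why they are listed.

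Contact around *dac* differed between gypsy2 and WT in each stage. In embryos, from the PRE2 viewpoint, 133 of the 479 bins of 2 kb tested were called by edgeR at an adjusted p under 0.05, 69 higher in gypsy2 and 64 lower, and from the gypsy2 viewpoint 134 of 477, 68 higher and 66 lower. In larvae the counts were 45 of 470 (13 higher, 32 lower) and 9 of 472 (3 higher, 6 lower), and in pupae 44 of 480 (23 higher, 21 lower) and 33 of 476 (18 higher, 15 lower). For gypsy1 in embryos they were 56 of 459 (21 higher, 35 lower) and 2 of 463 (1 higher, 1 lower). In each of these 8 comparisons, 1 of the 10 splits of the libraries, the real one, called as many bins, and the highest of the others called 0 with edgeR. The 10 splits are too few for a share under 0.05. At an unadjusted p under 0.05, the real and the highest other split had 175 and 17 bins in embryos from PRE2, 160 and 20 from the gypsy2 viewpoint, 98 and 33 as well as 63 and 26 in larvae, and 104 and 18 as well as 81 and 21 in pupae. For gypsy1 they had 99 and 33 from PRE2 and 40 and 103 from the gypsy2 viewpoint. In the last, another split of the libraries gave more bins than the real one, which points to a structure among these libraries beyond genotype. The 3 other splits with the most bins from the gypsy2 viewpoint (103, 47 and 39) are those that set gypsy1 library B and WT library 2 together and apart from gypsy1 library A, so that the structure lies mainly in these libraries. The numbers of the table columns pair gypsy1 libraries A, B and C with WT libraries 1, 2 and 3, and the remaining splits that keep pairs together had 9, 4 and 8 bins. Of the 10 splits, 4 part all 3 pairs, and among these the real one had 99 bins at an unadjusted p under 0.05 from PRE2 and 40 from the gypsy2 viewpoint, against at most 5 and 6 in the others, too few splits for a share under 0.05. With the pair as a replicate block, edgeR called 99 bins (47 higher, 52 lower) between gypsy1 and WT from PRE2 and 15 (8 higher, 7 lower) from the gypsy2 viewpoint, against 0 in each of the other splits that part all pairs.

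Single libraries moved several of these counts. The tool and the normalization also moved the smallest of the gypsy2 counts. In larvae from the gypsy2 viewpoint, DESeq2 called 27 bins, with more of them higher than lower (15 and 12), and edgeR with total counts called 21 (6 higher, 15 lower). In embryos the count from the gypsy2 viewpoint was 86 without WT library 1 and 88 without WT library 3. In larvae the count from PRE2 was 26 without WT library 1 and 18 without WT library 3. From the gypsy2 viewpoint in larvae it was 0 without WT library 1 (50 bins at an unadjusted p under 0.05), 20 without WT library 2, 2 without WT library 3 and 5 without gypsy2 library 1. In pupae it was 28 from PRE2 without gypsy2 library 3 and 20 from the gypsy2 viewpoint without gypsy2 library 2. For gypsy1 it was 37 from PRE2 without WT library 3, and from the gypsy2 viewpoint 1 without WT library 3, 6 without gypsy1 library A and 31 without gypsy1 library B.

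In embryos, genotype is mixed with depth. The gypsy2 libraries are numbered 4 to 6 and hold over 10 times the counts of the WT libraries 1 to 3, while the libraries titled WT 4 to 6 have a similar depth. Against the libraries titled WT 4 to 6 the test still called 82 bins from PRE2 (29 higher in gypsy2, 53 lower) and 98 from the gypsy2 viewpoint (60 higher, 38 lower). The near balance of higher and lower bins seen against WT 1 to 3 was thus not kept. These counts do not say whether the same bins were called. Of the 20 named embryo bins, all called against WT 1 to 3, 14 were called in the same direction at this similar depth and 6 were not called. Depth alone does not account for those 14, and for the bins not named it is not excluded. Depth may account for part of the bins called. The libraries titled WT 4 to 6 differed from WT 1 to 3 at 110 bins from PRE2 and at 74 from the gypsy2 viewpoint, so that in embryos this part and an effect of gypsy2 cannot be told apart. Another possibility, that the libraries titled WT 4 to 6 carry the insertion that their genotype field names, was weighed with bins that are nearly empty in gypsy lines. In 12 bins emptied in larval gypsy2 libraries, the embryo libraries titled WT 4 to 6 had a median ratio of 0.995 to WT 1 to 3, against 0.0367 in embryo gypsy2 libraries. In 6 bins emptied in embryo gypsy1 libraries, their lowest ratio was 0.39. Neither value is what a gypsy2 or a gypsy1 chromosome in these libraries would give. The labels also name a gypsy3 line with the same genotype field, which has no 4C-seq library among them, so that it was not tested and stays open.

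The balance of contact between the sides of a viewpoint shifted in opposite directions at the PRE2 and gypsy2 viewpoints. From PRE2, the log2 of counts on the PRE1 side over the other side was lower in gypsy2 than in WT by a difference of -0.66 in embryos (1.34 ± 0.04 against 2.00 ± 0.06), -0.90 in larvae (0.98 ± 0.12 against 1.87 ± 0.18) and -0.50 in pupae (1.24 ± 0.04 against 1.74 ± 0.05). From the gypsy2 viewpoint it was higher, by 0.42 in embryos (1.39 ± 0.07 against 0.97 ± 0.07), 0.55 in larvae (1.62 ± 0.11 against 1.07 ± 0.13) and 0.46 in pupae (1.25 ± 0.07 against 0.79 ± 0.05; SD, n = 3 each). In all 6 comparisons every gypsy2 library lay beyond every WT library (exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). For gypsy1 in embryos the difference was -0.59 from either viewpoint, and for the libraries titled WT 4 to 6 it was -0.18 from PRE2 and 0.0032 from the gypsy2 viewpoint. The gypsy1 balance was 1.41 ± 0.04 from PRE2 and 0.38 ± 0.35 from the gypsy2 viewpoint (SD, n = 3). In the latter, gypsy1 libraries A, B and C stood at 0.13, 0.78 and 0.22, and the lowest WT library at 0.89.

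The tables argue against depth as the source of this shift. In larvae the totals of gypsy2 and WT libraries overlap and the difference from PRE2 was -0.90, and in embryos gypsy2 differed from the libraries of similar depth titled WT 4 to 6 by -0.48. They also argue against single bins that a strain variant empties or fills, since without the bins that differ over 8 times the differences from PRE2 were still separate in each stage and at -0.47 in pupae, the smallest in size. A candidate explanation that stays open is that the gypsy2 insertion lowers contact between its sides. In embryos gypsy1 shifted nearly alike from PRE2 (-0.59 against -0.66) and the other way from the gypsy2 viewpoint (-0.59 against 0.42). The lines also share emptied bins. In 6 bins emptied in embryo gypsy1, embryo gypsy2 had ratios to WT 1 to 3 of 0.00098 to 1.50 (median 0.0644). In 12 bins emptied in larval gypsy2, embryo gypsy1 had a median of 0.752. What the lines share besides an insertion was not separated from its effect. Neither the position nor the sequence of the insertion is given in the sources used here, nor whether the line also lacks an enhancer, as the description of the series allows, and none of these was tested.

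With the flanks as background, the effect of gypsy2 on the contact of PRE1 from PRE2 differed between stages before adjustment. The difference gypsy2 minus WT in log2 enrichment was 0.05 in embryos, 0.11 in larvae and -0.22 in pupae, where all 3 gypsy2 libraries lay below all WT libraries. Embryos and pupae differed by 0.28 (exact permutation test over 400 arrangements, p = 0.04, adjusted p = 0.165 over 6 comparisons between stages), and larvae and pupae by 0.33 (p = 0.055, adjusted p = 0.165 in the same test). Neither passes the adjustment. With the distance fit as background, the difference gypsy2 minus WT was -0.56 in embryos, -0.59 in larvae and -0.63 in pupae (p = 0.1 in each exact permutation test), and embryos and pupae differed by 0.067 (p = 0.695, exact permutation test), so that the difference between stages depends on the background. With a fit on the PRE1 side only, the differences were -0.40, -0.26 and -0.42 (p = 0.1 in each exact permutation test).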

How the results depend on the processing

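The comparison of gypsy1, the balance of contact and the alternatives marked so were chosen after seeing the data, the others before. The wild type contact of PRE1 from PRE2 kept its direction under every alternative run, and so did the differences in balance and in the contact of PRE2 from the gypsy2 viewpoint. The number of bins called stayed within 1.5 times in 105 of 144 values and moved further in 39. The 58 named bins kept their direction in 988 of 994 values, passed the threshold in 868 and missed it in 120. The difference in PRE1 enrichment between gypsy lines and WT turned in 37 of 120 values, and it passes no test with 3 libraries against 3. Spearman's rho of GAF score and contact kept its direction and side in 8 of 8 values. Pearson's r was not counted there, and it turned to -0.087 with 2 kb on either side of the peak. Where a value is given below, it changed direction, side of the threshold or moved beyond the spread, and the cause was not tested, except that fewer bins were tested with larger bins or a shorter range.

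With DESeq2, the bins called between gypsy2 and WT numbered 69 in pupae (PRE2 viewpoint) and 27 in larvae (gypsy2 viewpoint), while for gypsy1 they numbered 8 in embryos (gypsy2 viewpoint). With total counts in place of TMM, the bins called between gypsy2 and WT numbered 21 in larvae (gypsy2 viewpoint). With bins of 1 kb, the bins called between gypsy2 and WT numbered 19 in larvae (gypsy2 viewpoint), while for gypsy1 they numbered 96 in embryos (PRE2 viewpoint) and 12 in embryos (gypsy2 viewpoint). The log2 fold change was reversed, at 2.87 for the bin from 16636001 in embryos, -0.76 for the bin from 16494001 in larvae and -0.91 for the bin from 16494001 in pupae (PRE2 viewpoint) and -9.85 for the bin from 16362001 in embryos (gypsy2 viewpoint). Each is the 1-kb bin at the start of the named bin, and the last has 0 counts in gypsy2, so that its fold is not a bound. With bins of 5 kb, the bins called between gypsy2 and WT numbered 61 in embryos and 29 in larvae (PRE2 viewpoint) and 68 in embryos (gypsy2 viewpoint), while for gypsy1 they numbered 23 in embryos (PRE2 viewpoint). The log2 fold change was reversed, at -0.33 for the bin from 16280001 in embryos (PRE2 viewpoint) and -0.39 for the bin from 16280001 in embryos (gypsy2 viewpoint). Within 200 kb of the viewpoint, the bins called between gypsy2 and WT numbered 87 in embryos and 25 in larvae (gypsy2 viewpoint), while for gypsy1 they numbered 4 in embryos (gypsy2 viewpoint). Within 1 Mb, the bins called between gypsy2 and WT numbered 3 in larvae (gypsy2 viewpoint). With the replicate number as a block, the bins called between gypsy2 and WT numbered 18 in pupae (gypsy2 viewpoint), while for gypsy1 they numbered 99 in embryos (PRE2 viewpoint) and 15 in embryos (gypsy2 viewpoint). With the replicate number as a block against the libraries titled WT 4 to 6 (chosen after seeing the data), the bins called between gypsy2 and WT numbered 74 in embryos (PRE2 viewpoint) and 89 in embryos (gypsy2 viewpoint). Against the libraries titled WT 4 to 6, the bins called between gypsy2 and WT numbered 82 in embryos (PRE2 viewpoint), while for gypsy1 they numbered 144 in embryos (PRE2 viewpoint) and 80 in embryos (gypsy2 viewpoint). Against all 6 embryo libraries titled WT, the bins called between gypsy2 and WT numbered 69 in embryos (PRE2 viewpoint), while for gypsy1 they numbered 11 in embryos (gypsy2 viewpoint). Leaving out 1 library at a time, the bins called between gypsy2 and WT ranged over 101 to 136 in embryos, 18 to 64 in larvae and 28 to 46 in pupae (PRE2 viewpoint), and over 86 to 124, 0 to 20 and 20 to 28 (gypsy2 viewpoint). For gypsy1 they ranged over 37 to 58 and 1 to 31.

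With a region of 3 kb, the WT PRE1 log2 enrichment was 0.73 in embryos and 0.86 in pupae (PRE2 viewpoint) and -0.41 in embryos, 0.18 in larvae and 0.14 in pupae (gypsy2 viewpoint), while the PRE1 difference gypsy2 minus WT was -0.17 in embryos and -0.24 in larvae (PRE2 viewpoint) and -0.12 in larvae and -0.29 in pupae (gypsy2 viewpoint). The PRE1 difference gypsy1 minus WT was -0.015 in embryos (gypsy2 viewpoint). With a region of 10 kb, the WT PRE1 log2 enrichment was 0.58 in embryos, 0.74 in larvae and 0.76 in pupae (PRE2 viewpoint) and -0.22 in embryos and 0.18 in pupae (gypsy2 viewpoint), while the PRE1 difference gypsy2 minus WT was -0.069 in larvae (PRE2 viewpoint) and -0.049 in pupae (gypsy2 viewpoint). The PRE1 difference gypsy1 minus WT was -0.025 in embryos (gypsy2 viewpoint). With the mirrored region as background, the WT PRE1 log2 enrichment was 4.67 in embryos, 5.20 in larvae and 4.51 in pupae (PRE2 viewpoint) and 2.36 in embryos, 2.43 in larvae and 2.60 in pupae (gypsy2 viewpoint), while the PRE1 difference gypsy2 minus WT was -0.090 in embryos and -0.34 in larvae (PRE2 viewpoint). The PRE1 difference gypsy1 minus WT was -0.44 in embryos (gypsy2 viewpoint). With the distance fit as background, the WT PRE1 log2 enrichment was 2.42 in embryos, 2.52 in larvae and 2.76 in pupae (PRE2 viewpoint) and 1.50 in embryos, 1.80 in larvae and 1.95 in pupae (gypsy2 viewpoint), while the PRE1 difference gypsy2 minus WT was -0.56 in embryos and -0.59 in larvae (PRE2 viewpoint) and -0.0088 in pupae (gypsy2 viewpoint). The PRE1 difference gypsy1 minus WT was -0.28 in embryos (gypsy2 viewpoint). With a distance fit on the side of the region only (chosen after seeing the data), the WT PRE1 log2 enrichment was 1.62 in embryos, 1.67 in larvae and 1.92 in pupae (PRE2 viewpoint) and 0.47 in embryos, 0.65 in larvae and 0.91 in pupae (gypsy2 viewpoint), while the PRE1 difference gypsy2 minus WT was -0.40 in embryos and -0.26 in larvae (PRE2 viewpoint) and -0.21 in pupae (gypsy2 viewpoint). For gypsy1 the PRE1 difference from WT was -0.059 in embryos (gypsy2 viewpoint), while the WT PRE2 log2 observed over expected was 1.72 in embryos, 1.92 in larvae and 2.30 in pupae (gypsy2 viewpoint). With a pseudocount of 5 in the distance fit (chosen after seeing the data), the WT PRE1 percentile was 99.8 in pupae (PRE2 viewpoint). With one of 0.05, the WT PRE2 log2 observed over expected was 0.31 in embryos (gypsy2 viewpoint). With the median of the bins, the WT PRE1 log2 enrichment was 1.18 in embryos, 1.45 in larvae and 1.61 in pupae (PRE2 viewpoint) and 0.14 in embryos, 0.75 in larvae and 0.71 in pupae (gypsy2 viewpoint), while the PRE1 difference gypsy2 minus WT was -0.12 in larvae (PRE2 viewpoint) and -0.11 in larvae and -0.11 in pupae (gypsy2 viewpoint). The PRE1 difference gypsy1 minus WT was 0.069 in embryos (PRE2 viewpoint) and -0.077 in embryos (gypsy2 viewpoint). With the share of bins above 0, the WT PRE1 log2 enrichment was 0.061 in embryos, 0.083 in larvae and 0.061 in pupae (PRE2 viewpoint) and 0.062 in embryos, 0.10 in larvae and 0.061 in pupae (gypsy2 viewpoint), while the PRE1 difference gypsy2 minus WT was -0.088 in larvae and 0.021 in pupae (PRE2 viewpoint). The median percentile of the Polycomb targets at loci the paper names was 74.5 in embryos and 59.1 in pupae, while the median percentile of the textbook Polycomb targets was 78.6 in embryos and 78.7 in pupae. The median percentile of the housekeeping genes was 81.3 in embryos. Without the highest bin of each region, the PRE1 difference gypsy2 minus WT was -0.0016 in embryos (PRE2 viewpoint) and -0.069 in pupae (gypsy2 viewpoint). Among windows on the side of the region only, the WT PRE1 percentile was 97.1 in embryos, 92.6 in larvae and 99.3 in pupae (PRE2 viewpoint) and 40.5 in embryos, 66.9 in larvae and 74.5 in pupae (gypsy2 viewpoint), while the WT PRE2 percentile was 95.6 in embryos, 98.5 in larvae and 99.4 in pupae (gypsy2 viewpoint). With the libraries titled WT 4 to 6 as the WT group, the WT PRE1 log2 enrichment was 1.01 in embryos (PRE2 viewpoint) and 0.10 in embryos (gypsy2 viewpoint), while the PRE1 difference gypsy2 minus WT was -0.10 in embryos (PRE2 viewpoint). The PRE1 difference gypsy1 minus WT was -0.041 in embryos (gypsy2 viewpoint), while the WT PRE1 percentile was 97.6 in embryos (PRE2 viewpoint) and 79.9 in embryos (gypsy2 viewpoint). The WT PRE2 log2 observed over expected was 0.38 in embryos (gypsy2 viewpoint), while the WT PRE2 percentile was 46.8 in embryos (gypsy2 viewpoint). With all 6 embryo libraries titled WT as the WT group, the balance of contact of gypsy2 minus WT was -0.57 in embryos (PRE2 viewpoint) and 0.42 in embryos (gypsy2 viewpoint). The balance of gypsy1 minus WT was -0.50 in embryos (PRE2 viewpoint) and -0.59 in embryos (gypsy2 viewpoint), while the WT PRE1 log2 enrichment was 0.039 in embryos (gypsy2 viewpoint). The PRE1 difference gypsy2 minus WT was -0.022 in embryos (PRE2 viewpoint) and 0.24 in embryos (gypsy2 viewpoint), while the WT PRE1 percentile was 75.1 in embryos (gypsy2 viewpoint). The WT PRE2 log2 observed over expected was 0.34 in embryos (gypsy2 viewpoint), while the PRE2 value of gypsy2 minus WT was -0.34 in embryos (gypsy2 viewpoint). The PRE2 value of gypsy1 minus WT was 0.31 in embryos (gypsy2 viewpoint). Leaving out 1 library at a time, the WT enrichment of PRE1 in embryos, larvae and pupae ranged over 0.80 to 0.92, 0.87 to 0.97 and 1.01 to 1.11 (PRE2 viewpoint) and over -0.084 to 0.016, 0.29 to 0.41 and 0.37 to 0.46 (gypsy2 viewpoint). Its difference gypsy2 minus WT ranged over -0.0029 to 0.12, -0.021 to 0.19 and -0.26 to -0.16 (PRE2 viewpoint) and over 0.26 to 0.36, 0.34 to 0.46 and -0.025 to 0.085 (gypsy2 viewpoint), and for gypsy1 over -0.13 to 0.013 and 0.036 to 0.17.

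With genes on other chromosomes than 2L only (chosen after seeing the data), the median percentile of the textbook Polycomb targets was 72.8 in embryos, 58.3 in larvae and 70.2 in pupae, while the median percentile of the housekeeping genes was 72.0 in pupae. Without the genes of the HOX clusters (chosen after seeing the data), the median percentile of the Polycomb targets at loci the paper names was 73.3 in embryos. With 20 kb on either side of a gene, the median percentile of the Polycomb targets at loci the paper names was 73.7 in embryos, while the median percentile of the textbook Polycomb targets was 87.0 in pupae. The median percentile of the housekeeping genes was 76.1 in pupae. With random windows outside the pericentromeric regions (chosen after seeing the data), the median percentile of the Polycomb targets at loci the paper names was 62.7 in embryos and 62.9 in pupae, while the median percentile of the housekeeping genes was 54.9 in larvae. With GAGA in place of GAGAG, the words on both strands numbered 53 in PRE1, 50 in PRE2 and 20 in the removed region. With shuffles that keep the dinucleotides (chosen after seeing the data), 4 of 1000 reached the score of the alignment. The fold column of the GAF table was not run as another score because its decimals are lost, and no pseudocount was varied for the bins called because these tests work on counts. Simulated data had the counts of each comparison and a single spread for all its bins, which real bins need not share. In these data, the shallow embryo WT libraries did not hide a planted 4-fold change from PRE2, with 100% of such bins called, while 34.5% were called in the deeper pupal libraries. Smaller changes were missed more often in every stage.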

Other observations

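The tests of emptied bins, the comparison of gypsy1 with WT, the distance fit on a single side and the lists without genes on 2L or of the HOX clusters were chosen after the results were seen.

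Seen from the gypsy2 viewpoint, which lies between PRE1 and PRE2, PRE1 was contacted at about the level of its flanks in WT embryos and more than its flanks in WT leg discs. Its log2 enrichment was -0.02 ± 0.11 in embryos, 0.36 ± 0.12 in larvae and 0.40 ± 0.09 in pupae (SD, n = 3), at percentiles 70.2, 83.5 and 87.3 of the windows. In gypsy2 the enrichment of PRE1 was 0.28 in embryos, 0.75 in larvae and 0.43 in pupae, above WT by 0.30 (p = 0.1), 0.40 (p = 0.1) and 0.03 (p = 0.8, exact permutation tests, where 0.1 is the smallest p that 3 against 3 allow). These differences rest on the settings. In larvae the difference was -0.12 with a region of 3 kb and -0.11 with the median of the bins, and in embryos it was 0.077 with the distance fit as background and 0.18 against the libraries titled WT 4 to 6. With a distance fit on the PRE1 side only, the differences were 0.090, 0.26 and -0.21 (p = 0.1 in each exact permutation test). PRE2 from the same viewpoint had a log2 observed over expected of 0.29 in WT embryos, 0.38 in larvae and 0.94 in pupae, at percentiles 49.3, 55.9 and 63.2 of the windows on both sides. Among windows on the side of the region only, the percentiles were 40.5, 66.9 and 74.5 for PRE1 and 95.6, 98.5 and 99.4 for PRE2, so that their order depends on the windows used. With a distance fit on the side of PRE2 only, its values were 1.72, 1.92 and 2.30. In gypsy2 it was lower in all 3 stages, by a difference of -0.29 in embryos, -0.31 in larvae and -0.51 in pupae, with every gypsy2 library below every WT library (p = 0.1 in each exact permutation test). With the fit on that side only, the differences were -0.33, -0.10 and -0.21 (p = 0.1, 0.3 and 0.1, exact permutation tests). In embryo gypsy1 libraries it was higher than in WT by 0.35, with every library above (p = 0.1, exact permutation test), but by 0.072 with the fit on that side (p = 0.9), and the contact of PRE1 differed by 0.08 (p = 0.5).

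From the PRE2 viewpoint the PRE1 enrichment of gypsy2 was 0.92 in embryos, 1.04 in larvae and 0.84 in pupae, and the difference from WT had p = 0.7 in embryos, 0.6 in larvae and 0.1 in pupae (exact permutation tests). For gypsy1 the difference was -0.05 (p = 0.7, exact permutation test). With the distance fit as background, gypsy2 lay below WT by a difference of -0.56 in embryos, -0.59 in larvae and -0.63 in pupae (p = 0.1 in each exact permutation test), in embryos and larvae the reverse of the direction against the flanks. For gypsy1 in embryos the difference was -0.53 with the distance fit and -0.84 with the mirrored region as background, each with the smallest p that 3 against 3 allow (p = 0.1, exact permutation test). These backgrounds include the other side of the viewpoint, and the balance between the sides differed too. With the fit on the PRE1 side only, the differences from WT were smaller, at -0.40, -0.26 and -0.42 for gypsy2 and -0.33 for gypsy1 (p = 0.1 in each exact permutation test).

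Among the bins changed the same way in every library, a bin in *Tpr2*, a gene on the far side of PRE2 from PRE1, was contacted more from PRE2 in gypsy2 in each stage. The bin from 16494001 to 16496000 had a log2 fold change of 2.21 in embryos (standard error 0.14, adjusted p = 1.7e-09 from edgeR), 1.39 in larvae and 2.03 in pupae, and nearly all of its counts lie at its far end. With bins of 1 kb, the bin from 16495001 was called higher in embryos and in pupae (2.02) and had 1.37 in larvae (adjusted p = 0.0565 from edgeR, not called), and that from 16494001, with few counts, was not called. On the PRE1 side, contact from PRE2 was lower in the bin from 16458001, 2807 bp from *Idgf3*, by a log2 fold change of -1.68 in larvae and -1.73 in pupae, and in larvae in the bin from 16426001 in *CG5888*, next to PRE1, by -2.02 (standard error 0.27, adjusted p = 0.000157). Both bins include a bin of 1 kb, at their start, that is nearly empty in gypsy2 from both viewpoints. In larvae from PRE2 these had a mean count of 0 in gypsy2 against 2067 in WT (16458001) and 3187.7 (16426001), and the bins of 1 kb beside them had log2 fold changes of -1.07 and -1.29 (adjusted p = 0.0118 and 0.0182 from edgeR), so that part of the fall lies in emptied bins. From the gypsy2 viewpoint in larvae, bins in *CG5888* from 16424001, overlapping PRE1, and from 16432001 were higher, with log2 fold changes of 0.83 and 0.90, and the bin from 16470001 in *dac* was lower, at -0.79. None of these 3 bins was called without WT library 1 or without WT library 3. In *mtgo*, bins from 16580001 and 16556001 were higher from PRE2 in larvae (2.13 and 2.99) and from the gypsy2 viewpoint in embryos (2.79 and 4.60), and the bin from 16572001 in pupae from both viewpoints (2.46 and 2.69). The bin from 16542001 in *CG31816* was higher in pupae by 3.42 and 4.16, and that from 16362001, nearest to *jhamt*, in embryos by 2.05 and 2.55. In the last, from the gypsy2 viewpoint, the rise lies in the 1-kb bin from 16363001 (2.75), while that from 16362001 had a mean count of 0 in gypsy2 and 21 in WT. The bin from 16542001 in pupae and that from 16556001 in embryos are among those described next.

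Some bins were almost empty in one genotype. In 29 cases at 11 positions, a bin called between gypsy2 and WT differed over 8 times, 10 with more and 19 with fewer counts in gypsy2. Among all bins tested, called or not, 1.72% differed that much. Of the 11 positions, 3 recur in all stages. They are the bins from 16636001 in *mtgo*, from 16850001 in *CG31810* and from 16852001 at *CG31809* and *CG31810*, with mean counts per library from PRE2 in larvae of 0.333, 0 and 0 in gypsy2 and of 734.3, 121.3 and 111 in WT. These bins were not empty in every stage. In embryos, where the gypsy2 libraries are deeper, the means from PRE2 were 155.3, 25.3 and 3 in gypsy2 and 548, 81 and 57 in WT. From the gypsy2 viewpoint they were 132.7, 43.7 and 72 against 509, 63 and 78. In pupae from PRE2, the bin from 16636001 held 215.3 against 3333. The bin from 16280001 in *crp* had the reverse, with a mean of 1499.7 counts per library in gypsy2 and 0 in WT in pupae from PRE2. A candidate explanation is that the gypsy2 chromosome differs from the reference in sequence there, such as in a restriction site or by a mobile element. Such a variant would show from both viewpoints, and with each position counted once per stage, 13 of 18 (72.2%) differed over 8 times in the same direction from both viewpoints, which goes with it. It would also be looked for in every stage of the line. Of the 11 positions, 4 passed in more than 1 stage, so that the stages do not bear it out for the remaining positions. The median count of the higher group was 548. Since counts without molecular identifiers are not numbers of molecules, this does not exclude noise from few molecules. The 2 viewpoints were read from the same libraries, and no sequence of the lines was analysed here.

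The contact of PRE2 with embryo GAF peaks around *dac* was set against the score of the peaks, and no relation passed the test. Across the 22 peaks 10 to 500 kb from the viewpoint, the MACS3 score and the distance-corrected contact had a Spearman's rho of 0.326 (p = 0.141) and a Pearson's r of 0.0985 (p = 0.671, two-sided permutation tests over peaks, which are not independent replicates). In the 3 WT libraries taken singly, the adjusted p of rho was 0.402 in each, over 6 tests of rho and r. Contact was above that expected from distance at 11 of the 22 peaks. Without the peak in PRE1 rho was 0.353, over a range up to 2 Mb 0.132, and with 2 kb on either side of the peak 0.0198.

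Beyond 1 Mb, contact of PRE2 in WT libraries was ranked for lists of genes. Textbook Polycomb targets, 16 genes, had a median percentile of 83.0 ± 3.90 in embryos, 78.5 ± 7.46 in larvae and 82.1 ± 2.38 in pupae (SD, n = 3), above 99.9%, 99.6% and 99.9% of random lists. A random list here is a set of percentiles drawn evenly and independently, which does not allow for genes in clusters or for distance on 2L. The textbook list includes genes on 2L, and the 8 on other chromosomes had 72.8, 58.3 and 70.2. The 12 Polycomb targets at loci that the paper names, including genes of its HOX clusters, had 67.7 ± 1.71, 70.6 ± 8.16 and 68.1 ± 3.83, above 91.1%, 94.4% and 91.6% of random lists. Without the genes of the HOX clusters, 6 genes had 73.3 ± 7.67, 68.2 ± 17.8 and 67.4 ± 0.649, above 91.8%, 85.3% and 84.3%. The 14 housekeeping genes had 74.4 ± 4.86, 61.1 ± 6.10 and 65.6 ± 4.74, above 97.7%, 80.7% and 89.2% of random lists, so that a high rank was not confined to Polycomb targets.

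For the PRE2 homology arms of Supplementary Table S2, the primers give a product of 1575 bp for the left arm and 1534 bp for the right arm, of which 1544 and 1501 bp lie on the reference and the rest are primer tails, and the paper's values are 1534 bp for the left and 1575 bp for the right. The Hsp26 fragment of 370 bp matches 3L from 9377403 to 9377772.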
